# Core binding factor subunit β plays diverse and essential roles in the male germline

**DOI:** 10.3389/fcell.2023.1284184

**Published:** 2023-11-02

**Authors:** Mustika Rahmawati, Kassie M. Stadler, Blanca Lopez-Biladeau, Tia M. Hoisington, Nathan C. Law

**Keywords:** spermatogonial stem cell (SSC), spermatogenesis, RUNX family, core-binding factor beta (CBFβ), fate, germline stem cell, germline development

## Abstract

Much of the foundation for lifelong spermatogenesis is established prior to puberty, and disruptions during this developmental window negatively impact fertility long into adulthood. However, the factors that coordinate prepubertal germline development are incompletely understood. Here, we report that core-binding factor subunit-β (CBFβ) plays critical roles in prepubertal development and the onset of spermatogenesis. Using a mouse conditional knockout (cKO) approach, inactivation of *Cbfb* in the male germline resulted in rapid degeneration of the germline during the onset of spermatogenesis, impaired overall sperm production, and adult infertility. Utilizing a different Cre driver to generate another *Cbfb* cKO model, we determined that the function of CBFβ in the male germline is likely limited to undifferentiated spermatogonia despite expression in other germ cell types. Within undifferentiated spermatogonia, CBFβ regulates proliferation, survival, and overall maintenance of the undifferentiated spermatogonia population. Paradoxically, we discovered that CBFβ also distally regulates meiotic progression and spermatid formation but only with *Cbfb* cKO within undifferentiated spermatogonia. Spatial transcriptomics revealed that CBFβ modulates cell cycle checkpoint control genes associated with both proliferation and meiosis. Taken together, our findings demonstrate that core programs established within the prepubertal undifferentiated spermatogonia population are necessary for both germline maintenance and sperm production.

## Introduction

Prior to puberty, the male germline transitions from an immature state to a productive state capable of supporting sperm production through the process known as spermatogenesis. During this time, the foundation for lifelong spermatogenesis is established. First, the undifferentiated spermatogonia population is formed, which includes spermatogonial stem cells (SSC), that will maintain the germline indefinitely by producing daughter cells that eventually differentiate to form sperm. Second, during prepubertal development, the first spermatocytes are produced, which become the replenishing source of retinoic acid (RA) necessary to sustain spermatogenesis (Raverdeau et al., 2012; Tong et al., 2013; Teletin et al., 2018; Griswold, 2022; Topping and Griswold, 2022). Finally, more recent studies have demonstrated that lumicrine factors such as NELL2 and NICOL are produced during the onset of spermatogenesis to promote the maturation of the epididymis, which is necessary for fertility (Kiyozumi et al., 2020; Kiyozumi et al., 2023). Additionally, accumulating studies collectively indicate that prepubertal germline development, including during the onset of spermatogenesis, is a sensitive window to disruptions. Epidemiological studies in humans and toxicology studies in rodents indicate that prepubertal and neonatal exposure to estrogenic compounds such as bisphenol A, bisphenol S, and ethinyl estradiol or various chemotherapeutics have long-term, negative impacts on spermatogenesis into adulthood (Muller et al., 1988; Cabral et al., 2014; Vrooman et al., 2015; Chow et al., 2016; Horan et al., 2017; Okada et al., 2020). Thus, prepubertal exposure to such gonadotoxic compounds is thought to underlie forms of male subfertility or infertility with developmental origins (Allen et al., 2018). However, the factors that regulate the onset of spermatogenesis and are susceptible to disruption remain largely unknown.

The developmental events that comprise postnatal maturation of the male germline leading up to puberty in humans are incompletely characterized, but the process has been well-studied in mice. At birth, mouse germ cells reside within the testis as mitotically inactive precursors, known as prospermatogonia or gonocytes. Prospermatogonia asynchronously re-enter the cell cycle during the first 1–2 days postnatally (P1-P2) (Kluin and Rooij, 1981; McGuinness and Orth, 1992; Nagano et al., 2000; Yoshida et al., 2006; Law et al., 2019; Du et al., 2021). In subsequent developmental days, prospermatogonia transition to form spermatogonia of different functional capacities. Some prospermatogonia form the undifferentiated spermatogonia population, which includes both SSCs that maintain the germline indefinitely and more progenitor-like spermatogonia poised for differentiation (Yoshida et al., 2006; Hermann et al., 2015; de Rooij, 2017; Pui and Saga, 2017; Law et al., 2019). Meanwhile, other prospermatogonia respond to RA and directly transition into terminal differentiation as differentiating spermatogonia (de Rooij, 1998; de Rooij, 2001; Yoshida et al., 2006; Snyd et al., 2010; Snyder et al., 2011; Niedenberger et al., 2015; Agrimson et al., 2016). The first differentiating spermatogonia committed to terminal differentiation form meiotic spermatocytes around P10 that will then undergo two rounds of meiosis to form haploid spermatid beginning at approximately P20 (Bellve et al., 1977; Ernst et al., 2019). Spermatids then undergo a dramatic morphological transformation, known as spermiogenesis, and develop into the first spermatozoa around P28 (Oakberg, 1956; Bellve et al., 1977; Ernst et al., 2019). This initial cohort of germ cells that forms spermatozoa is collectively known as the first round of spermatogenesis (Kluin and Rooij, 1981; Yoshida et al., 2006). Subsequent rounds of spermatogenesis develop asynchronously throughout the testis until all germ cell types are continuously produced and steady-state spermatogenesis is reached (Yoshida et al., 2006; de Rooij, 2017; Hermann et al., 2018; Grive et al., 2019). Concurrent with the first round of spermatogenesis, the undifferentiated spermatogonia population, including nascent SSCs, undergoes rapid proliferative expansion to establish the replenishing reservoir that ultimately supports continuous sperm production (Drumond et al., 2011; Law et al., 2019).

Numerous studies have highlighted the involvement of the Runt-related transcription factor (RUNX) family in key developmental transitions across several cell lineages (Inoue et al., 2008; Ito et al., 2015; Seo and Taniuchi, 2020). The mammalian RUNX family is composed of three DNA-binding proteins (RUNX1, RUNX2, and RUNX3) that each contain a conserved Runt domain that interacts with core-binding factor subunit-β (CBFβ) (Tahirov et al., 2001; Ito et al., 2015). Although it does not directly associate with DNA, CBFβ stabilizes the interaction between RUNX proteins and DNA, and protects RUNX proteins from ubiquitin-mediated degradation (Ogawa et al., 1993; Huang et al., 2001). Furthermore, genetic mutations of *Cbfb* or disruption of the CBFβ-RUNX protein interaction compromises transcriptional regulation by the complex (Ito et al., 2015). Therefore, CBFβ is instrumental for the overall functional activity of the RUNX protein family. Dysregulation of CBFβ in mammals has been implicated in a multitude of diseases, including cancer, skeletal disorders, and immune-related conditions (Look, 1997; Speck et al., 1999; Komori, 2003; Roudaia et al., 2009). Global knockout of *Cbfb* in mice results in embryonic lethality due to fetal hemorrhaging (Okuda et al., 1996; Wang et al., 1996). Therefore, studies of CBFβ often require tissue-specific conditional deletion in mouse models to explore function. Oncology studies suggest that CBFβ acts as a tumor suppressor by inhibiting pro-tumorigenic signaling in breast cancer (Pegg et al., 2019; Malik et al., 2021). Also, studies in osteogenesis indicate that CBFβ regulates osteoblast differentiation, chondrocyte proliferation, and lineage maturation during postnatal cartilage formation (Tian et al., 2014; Qin et al., 2015). Furthermore, studies revealed that CBFβ is necessary to maintain hematopoietic and epithelial stem cells in mice by promoting proliferation and differentiation (Speck et al., 1999; Link et al., 2010; Kurosaka et al., 2011). Collectively, these studies highlight that the CBFβ-RUNX complex modulates the expression of genes essential for proper development across various tissues.

Despite its conserved role in developmental regulation, the function of CBFβ in male germline development and spermatogenesis has not been explored. Therefore, in the present study, we generated *Cbfb* conditional knockout (cKO) mice to assess the functional role of CBFβ in testis development. Using the cKO mice model, we found that the male germline rapidly degenerates during prepubertal development during the onset of spermatogenesis and adult cKO males are sterile. Through the use of different cKO models, we discovered that while CBFβ is expressed in differentiating spermatogonia, spermatocytes, and spermatid, it is functionally dispensable for spermatogenesis within these germ cell types. In contrast, using genetic approaches to conditionally inactivate *Cbfb* in undifferentiated spermatogonia, the germline progressively declines and distal germ cell maturation was disrupted, including spermatocyte meiotic progression, spermatid formation, and overall sperm production. Finally, spatial transcriptomic analyses revealed that *Cbfb* regulates a number of molecular frameworks within different germ cell types, but commonly regulates genes associated with cell cycle checkpoint control. Collectively, our studies not only demonstrate that *Cbfb* is essential for male germline development, but also reveal that components of the terminal differentiation program underlying spermatogenesis are established in undifferentiated spermatogonia.

## Results

### Conditional ablation of *Cbfb* leads to male infertility

To generate a conditional knockout (cKO) model in which *Cbfb* is inactivated from germline throughout prenatal developmental and postnatal life, we utilized Blimp1-Cre^Tg^ and *Cbfb* ^*fl/fl*^ transgenic mouse lines (denoted Blimp1-*Cbfb* cKO) (Figure 1A). Blimp1-CreTg is expressed within the germline starting at approximately embryonic day (E) 6.5 (Ohinata et al., 2005) and thus, serves as an effective approach to inactive *Cbfb* within the germline throughout prenatal and postnatal development. Using this cKO model, *Cbfb* transcript abundance was reduced by 75.3% in Blimp1-*Cbfb* cKO testes compared to heterozygous controls (Supplementary Figure S1A). Next, we evaluated the fertility of male Blimp1-*Cbfb* cKO and heterozygous controls in a 6-month breeding trial. Outcomes of the breeding trial revealed that Blimp1-*Cbfb* cKO males were completely infertile and produced no offspring despite the observation of copulatory plugs (Figures 1B, C). Computer-assisted sperm analysis (CASA) at sexual maturity [postnatal day (P) 56] and the end of the breeding trial (*p* > 180) revealed significantly reduced sperm concentration (77.85% reduction at P56% and 70.53% reduction at *p* > 180; Figure 1D) and sperm motility (70.41% reduction at P56% and 50.89% reduction at *p* > 180; Figure 1E) in Blimp1-*Cbfb* cKO males compared to controls. Also, mean paired testis weights were significantly reduced in Blimp1-*Cbfb* cKO males (Figure 1F), suggesting impaired overall sperm production.

**FIGURE 1:**
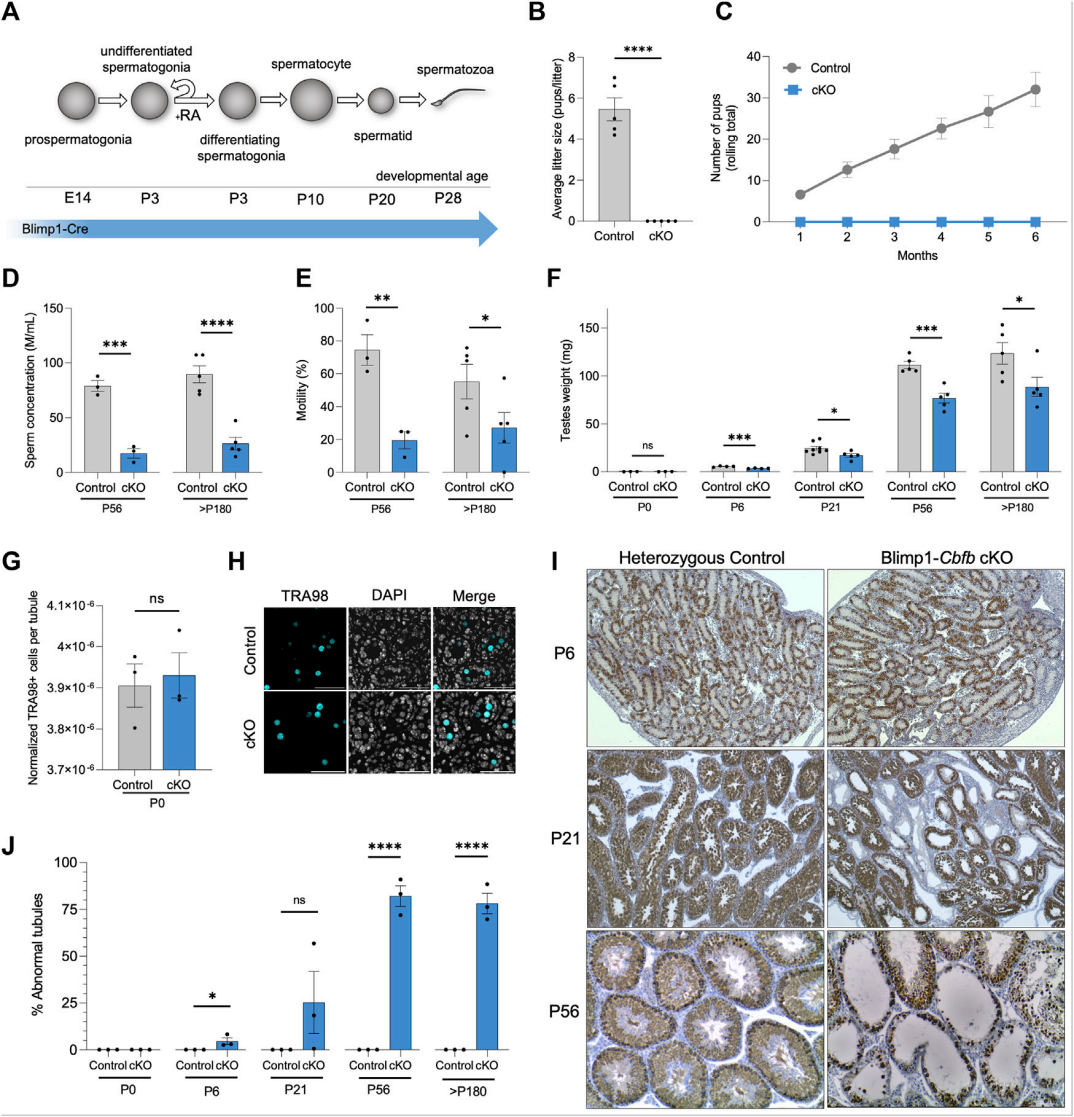
Conditional inactivation of *Cbfb* in the male germline leads defects in prepubertal development and adult infertility. **(A)** Schematic representation of germ cell types that form during postnatal development. Expression of Blimp1-cre is indicated. **(B,C)** Average litter size **(B)** and cumulative number of pups **(C)** from heterozygous control and Blimp1-*Cbfb* cKO males bred to wild-type females throughout the breeding trial. **(D,E)** Sperm concentration **(D)** and percent motile sperm **(E)** at P56 and >P180 were analyzed using CASA. **(F)** Mean paired testis weight throughout postnatal testis development. **(G,H)** Immunofluorescence staining of P0 testis cross-sections for all germ cells marked by TRA98+. Quantifications **(G)** presented as TRA98+ cell counts per tubule cross-section normalized cross-sectional area. Representative images presented in **(H)**. **(I,J)** Immunohistochemical analysis of the pan germ cell marker DDX4 (brown) using testis cross-sections from heterozygous control and Blimp1-*Cbfb* cKO males. Representative images **(I)** and quantification of abnormal tubules **(J)** are presented. Quantifications in B-G and J are presented as means ± SEM for *n* = 3–8 biologically independent animals per genotype and age point. *p < 0.05, **p < 0.01, ***p < 0.001; not significant (ns).

While Blimp1-Cre activity is restricted to the germline within the testis, Cre activity has been reported in somatic tissues (Driskell et al., 2013). Therefore, we sought to determine if pituitary-derived hormones of the hypothalamic-pituitary-gonadal axis that regulate reproductive processes like spermatogenesis were differentially impacted within Blimp1-*Cbfb* cKO males. Outcomes revealed no significant difference in luteinizing hormone (LH) production but a reduction in follicle-stimulating hormone (FSH; Supplementary Figures S1B, C). Importantly, studies of *Fshb* knockout mice demonstrated that while FSH contributes to quantitatively normal levels of sperm production (∼40% reduction with *Fshb* knockout), *Fshb* knockout mice remain fertile (Kumar et al., 1997). Thus, decreased circulating FSH levels cannot fully explain the infertile phenotype observed by Blimp1-*Cbfb* cKO males.

Considering the reduced testis weights observed as early as P6 in Blimp1-*Cbfb* cKO males, we hypothesized that germline disruptions might be present within the testis. Newborn Blimp1-*Cbfb* cKO testes contained a normal complement of germ cells (Figures 1G, H), suggesting that CBFβ is not necessary for prenatal germline development. Therefore, we performed histological evaluations through postnatal development using testis cross-sections and immunostained for the pan germ cell marker DDX4. Histological analysis revealed tubules lacking germ cells as early as P6 (Figure 1I). Interestingly, P21 Blimp1-*Cbfb* cKO testes contained heterogeneous seminiferous tubule phenotypes, including tubules devoid of germ cells, containing only spermatogonia, or containing advanced germ cells but lacking spermatid. These abnormalities were grouped and quantified as a percentage of “abnormal” versus “normal” through development (*see Methods* for criteria used for designations), which revealed a progressive increase in the percentage of abnormal tubules into adulthood (Figure 1J). Collectively, our data indicated that *Cbfb* is essential for fertility, and disruption of *Cbfb* leads to the breakdown in spermatogenesis during prepubertal development.

### CBFβ is expressed at multiple stages of spermatogenesis

To gain greater insights into the functional role(s) of CBFβ within the various cell types of the male germline, we performed a series of gene expression analyses. First, we mined published single-cell RNA-sequencing (scRNA-seq) data of the postnatal germline (Green et al., 2018; Hermann et al., 2018; Grive et al., 2019; Law et al., 2019; Tan et al., 2020). In adult (P56) germ cells, *Cbfb* transcripts were heterogeneously detected among spermatogonia, late-stage spermatocytes, and round spermatid (Figures 2A–C; Supplementary Figures S2A–H). Furthermore, the level of *Cbfb* transcript abundance remained relatively constant through prepubertal development within each population, including, for example, spermatogonia (Figure 2D). Immunofluorescent staining of wild-type testis cross-sections largely confirmed these findings with protein expression of CBFβ localized to the same populations (Figure 2E).

**FIGURE 2:**
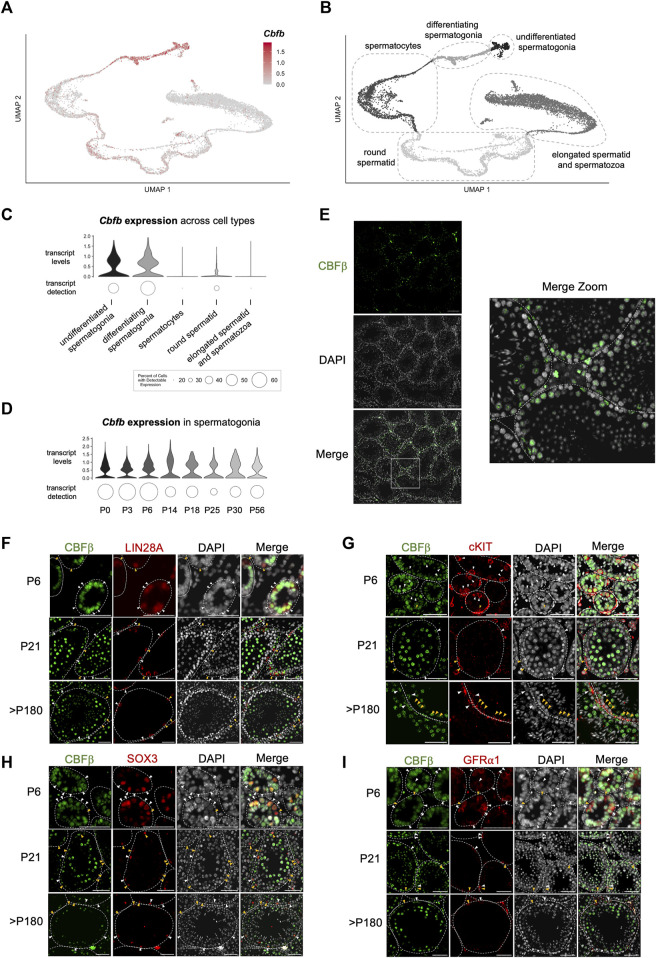
Expression of *Cbfb* throughout postnatal germline development. **(A–D)** Analysis of published scRNA-seq data from the postnatal germline development. Uniform manifold approximation projection (UMAP) representation of *Cbfb* transcripts **(A)** and germ cell subtypes **(B)** in the adult (P56) germline. Also, violin plots of *Cbfb* transcript abundance within germ cell subtypes **(C)** and spermatogonia through postnatal development **(D)** are included. **(E)** Representative images of immunofluorescence staining using an antibody recognizing CBFβ (green) and DAPI (grey) from testis cross-sections of adult wild-type mice. **(F–I)** Representative images from co-immunofluorescence staining for CBFβ (green) and select spermatogonia markers within the postnatal testis, including LIN28A [**(F)** undifferentiated spermatogonia], cKIT [**(G)** differentiating spermatogonia], GFR⍺1 [**(H)** SSC-enriched spermatogonia], and SOX3 [**(I)** progenitor-enriched spermatogonia]. White arrowhead identifies CBFβ+ cells. Yellow arrowhead identifies CBFβ-cell. Scale bar is 50 µm for images in **(E–I)**.

Spermatogonia along the basement membrane are functionally heterogeneous and comprise either differentiating spermatogonia that have irreversibly committed to differentiation in response to a transient pulse of RA or constitute the replenishing population of undifferentiated spermatogonia that repopulate in preparation for the next RA pulse. Therefore, we performed co-immunofluorescent staining of CBFβ, and either the undifferentiated spermatogonia marker LIN28A or the differentiating spermatogonia marker cKIT (Figures 2F, G; Supplementary Figure S2I). Outcomes revealed that CBFβ co-localized with both LIN28A+ and cKIT + germ cells. Furthermore, within the undifferentiated spermatogonia population, we observed CBFβ expression within both GFRA1+ stem cell-enriched and SOX3+ progenitor-enriched subsets (Figures 2H, I). Collectively, scRNA-seq and immunostaining experiments indicated that CBFβ is broadly expressed within undifferentiated spermatogonia as well as differentiating spermatogonia, late-stage spermatocytes, and round spermatid.

### CBFβ functions within undifferentiated spermatogonia to support spermatogenesis

Next, we utilized another genetic approach to better isolate the function of CBFβ within the various postnatal germ cell sub-types. To accomplish this, we inactivated *Cbfb* from differentiating spermatogonia and all subsequent germ cell sub-types using a Stra8-Cre^Tg^ mouse line (denoted Stra8-*Cbfb* cKO) (Figure 3A). Surprisingly, Stra8-*Cbfb* cKO male mice were fertile when bred to wild-type females during a 6-month breeding trial (Figures 3B, C). To confirm Cre excision within the *Cbfb* locus, progeny of Stra8-*Cbfb* cKO males from several litters were genotyped; all pups were heterozygous for the null allele (*Cbfb* ^Δ/wt^). Consistent with fertility outcomes, mean paired testis weights following the breeding trial were not statistically different between Stra8-*Cbfb* cKO and controls (Figure 3D), and Stra8-*Cbfb* cKO testes exhibited normal spermatogenesis based on histological evaluation (Figure 3E). Together, our Stra8-*Cbfb* cKO studies indicated that *Cbfb* expression in differentiating spermatogonia and advanced germ cell sub-types is not essential for germline function despite being expressed in these populations. However, paired with findings from Blimp1-*Cbfb* cKO mice that revealed extensive breakdown in spermatogenesis postnatally, our data indicated that the functional role of CBFβ is likely confined to the undifferentiated spermatogonia population.

**FIGURE 3:**
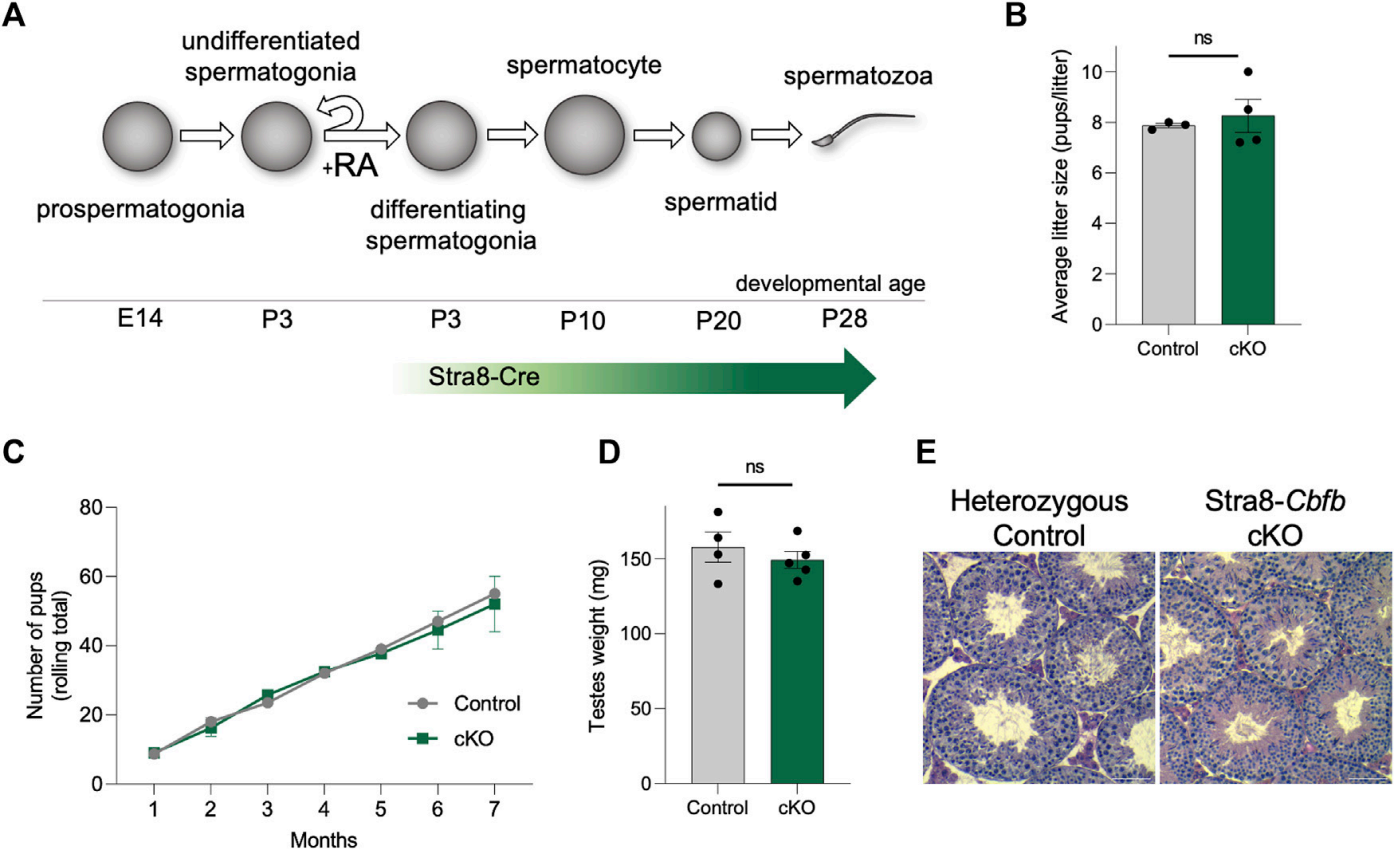
Inactivation of *Cbfb* in differentiating spermatogonia and subsequent germ cells via Stra8-Cre does not alter male fertility.**(A)** Schematic representation of Stra8-Cre activity in the male germline. **(B,C)** Average litter size **(B)** and cumulative number of pups **(C)** from heterozygous control and Stra8-*Cbfb* cKO males bred to wild-type females throughout the breeding trial. **(D,E)** Mean paired testis weight **(D)** and representative images from H&E staining of testis cross-sections **(E)** from heterozygous control and Stra8-*Cbfb* cKO males at the end of the breeding trial (>P180). Scale bar is 100 µm. Quantifications in **(B–D)** are presented as means ± SEM for *n* = 3–5 biologically independent animals per genotype and age. *p < 0.05, **p < 0.01, ***p < 0.001; not significant (ns).

### CBFβ regulates maintenance of undifferentiated spermatogonia

Following each pulse of RA which commits the majority of undifferentiated spermatogonia to differentiation, the remaining undifferentiated spermatogonia transiently amplify to replenish the population in preparation for the next pulse of RA stimulation. In doing so, the germline is maintained indefinitely, round after round. The absence of germ cells within some tubules of Blimp1-*Cbfb* cKO testes suggests that germline maintenance may be somehow disrupted. To better understand the function of CBFβ in germline maintenance, we quantified the number of DDX4+ germ cells per testis cross-section through development. Outcomes revealed that the overall number of germ cells within tubule cross-sections progressively decreased in Blimp1-*Cbfb* cKO testes (Figures 4A, B). We then quantified KI67+ proliferative germ cells in both Blimp1-*Cbfb* cKO and control testis cross-sections and observed significant reductions at P6, P21, and P56 (Figures 4C, D, I; Supplementary Figures 3A, B). Strikingly, proliferation among DDX4+ germ cells drastically decreased by 97.5% at P21 (*p* = 0.0043) and 90.7% at P56 (*p* < 0.0001). Focusing on the undifferentiated spermatogonia population, the percentage of LIN28A + germ cells was significantly reduced in Blimp1-*Cbfb* cKO testes compared to controls at P6, P21, and P56 (Figures 4E, F), with corresponding decreases in the percentage of KI67+ proliferative LIN28A + germ cells at each age (Figures 4G–I; Supplementary Figures 3C, D).

**FIGURE 4:**
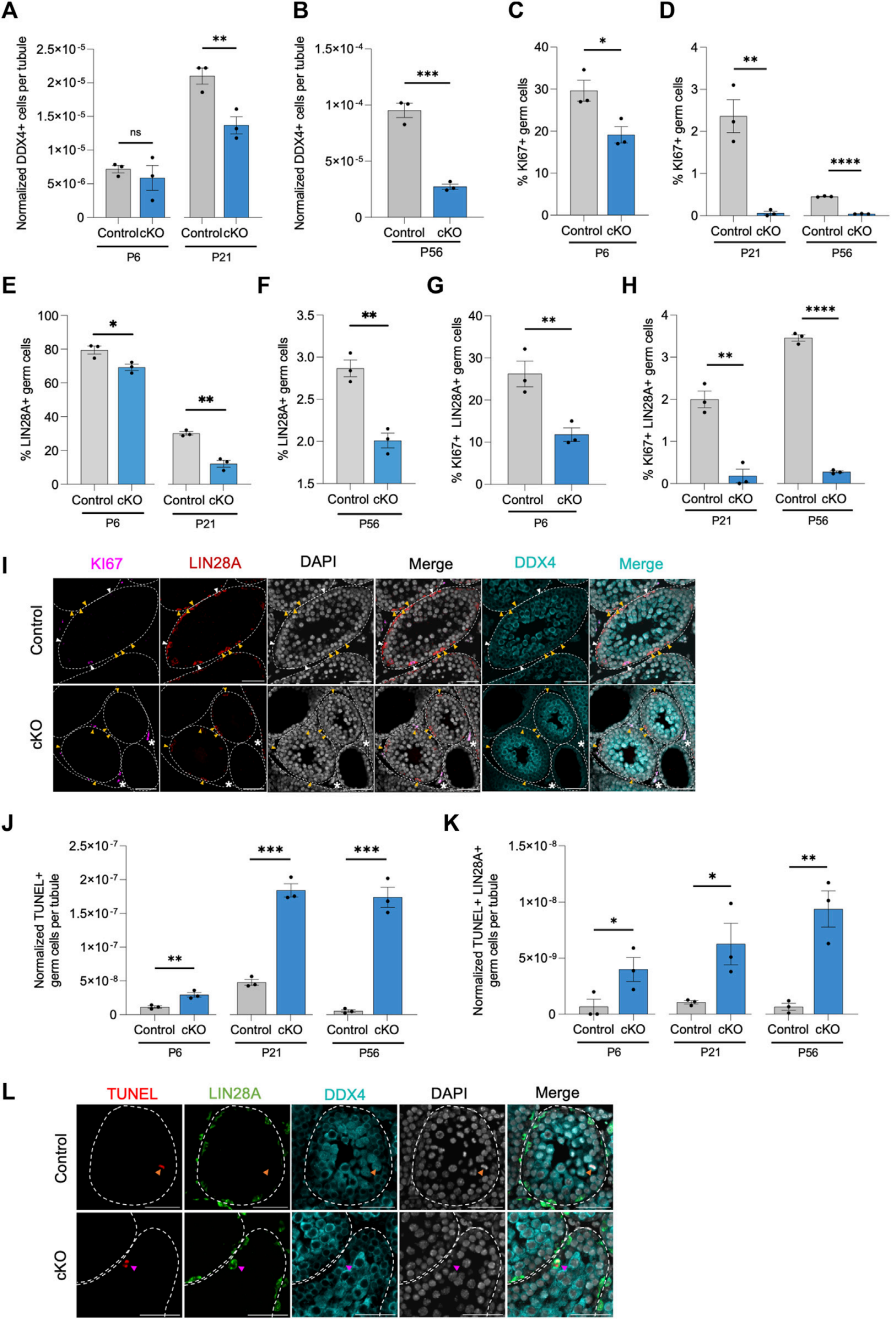
CBFβ is important for germline maintenance in the undifferentiated spermatogonia. **(A,B)** Quantification of DDX4+ germ cells per tubule cross-section. Values normalized to cross-sectional area. **(C–H)** Additional quantifications for the percent of KI67+ proliferative germ cell [KI67+ DDX4+; **(C,D)**], the percent of LIN28A + undifferentiated spermatogonia within all DDX4+ germ cells **(E,F)**, and the percent of proliferative undifferentiated spermatogonia [KI67+ LIN28A + DDX4+; **(G,H)**] from testis cross-sections of heterozygous control and Blimp1-*Cbfb* cKO. **(I)** Representative images from immunofluorescence staining of testis cross-sections at P21 using antibodies recognizing KI67 (magenta), LIN28A (red), and DDX4 (cyan) with DAPI (grey) in heterozygous control and Blimp1-*Cbfb* cKO. White arrowheads indicate proliferative undifferentiated spermatogonia (KI67+ LIN28A + DDX4+). Yellow arrowheads identify non-proliferative undifferentiated spermatogonia (KI67- LIN28A + DDX4+) cells. Asterisks identify KI67+ interstitial cells. **(J,K)** Quantifications of apoptotic germ cells [TUNEL+ DDX4+; **(K)**] and apoptotic undifferentiated spermatogonia [TUNEL+ LIN28A + DDX4+; **(K)**] per tubule cross-section normalized to cross-sectional area, of heterozygous control and Blimp1-*Cbfb* cKO throughout ages. **(L)** Representative immunofluorescence images of testis cross-sections at P21 with fluorescent signals corresponding to TUNEL (red), LIN28A (green), DDX4 (cyan), and DAPI (grey). Magenta arrowheads indicate TUNEL+ LIN28A + DDX4+ cells. Orange arrowheads indicate TUNEL+ LIN28A- DDX4+ cells. Scale bar is 50 µm for images in **(I,L)**. Quantifications in **(A–H)** and **(J,K)** are presented as means ± SEM for *n* = 3 biologically independent animals per genotype and age. *p < 0.05, **p < 0.01, ***p < 0.001; not significant (ns).

Decreased population sizes could be attributed to disrupted proliferation, cell death, or both. Therefore, we utilized TUNEL immunofluorescent staining to measure the number of apoptotic germ cells. Quantification of TUNEL analysis revealed an overall increase in apoptotic germ cells at P6, P21, and P56 in Blimp1-*Cbfb* cKO testis cross-sections compared to controls (Figures 4J, L). Similarly, we observed a significant increase in apoptotic LIN28A + germ cells with Blimp1-*Cbfb* cKO (Figures 4K, L). Collectively, these data pointed to the role of CBFβ in maintaining the undifferentiated spermatogonia population by regulating proliferation and survival through postnatal development and into adulthood.

### The role of CBFβ in meiotic completion

Our cKO studies indicated that *Cbfb* inactivation in undifferentiated spermatogonia had distal effects on germ cell maturation, including evidence of reduced spermatid and spermatozoa formation. Therefore, we quantified the number of seminiferous tubules containing round spermatid in Blimp1-*Cbfb* cKO and control testes using H&E cross-sections. Our analysis revealed a significant decrease in the percentage of tubules containing round spermatid at P21 and P56 in Blimp1-*Cbfb* cKOs compared to controls (Figure 5A).

**FIGURE 5:**
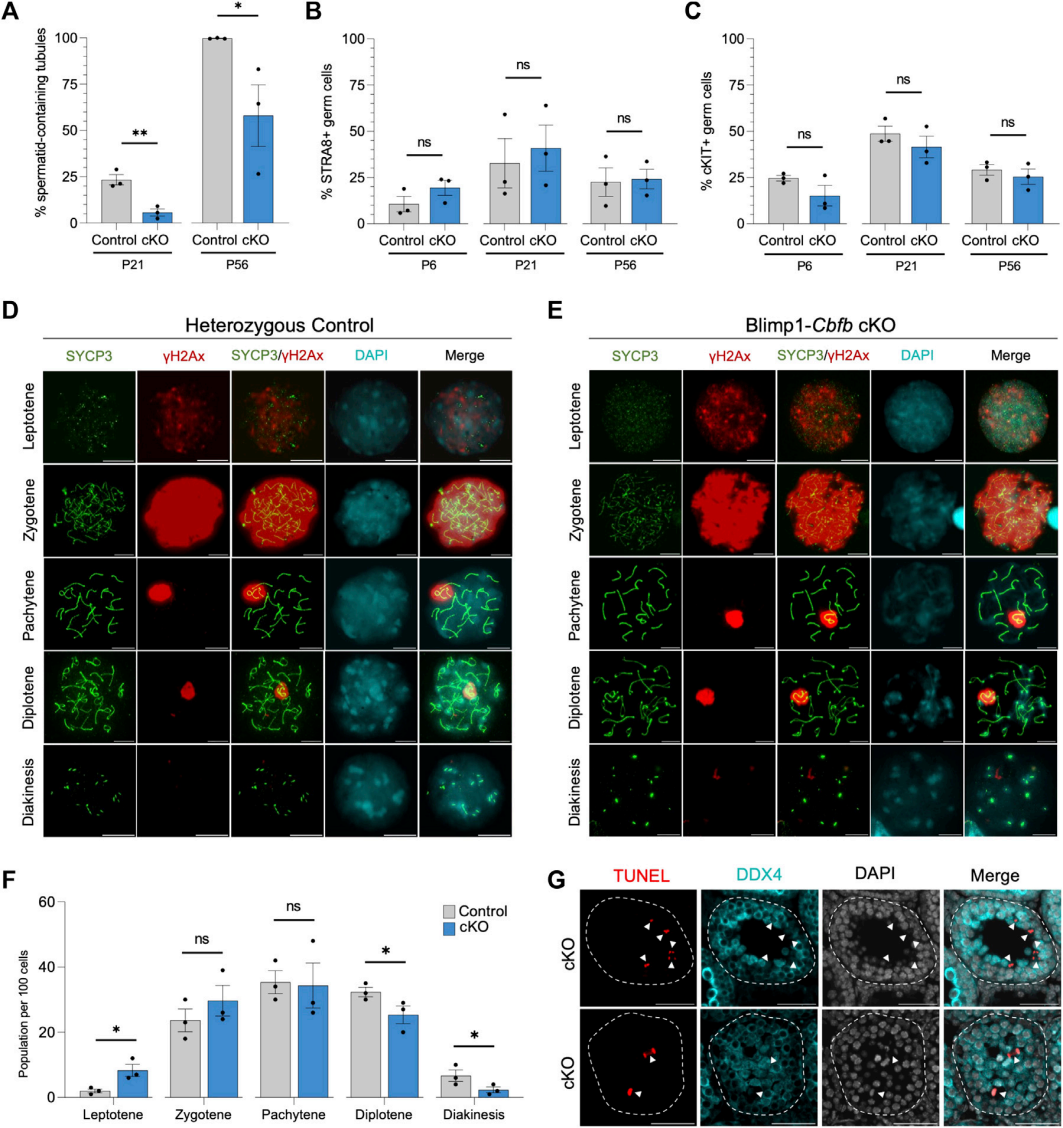
CBFβ is necessary for spermatid formation. **(A)** Quantification of percent seminiferous tubules that contain spermatid within testis cross-sections. **(B,C)** Quantification of differentiating spermatogonia population marked by either STRA8 **(B)** or cKIT **(C)** alongside DDX4. **(D,E)** Representative immunofluorescence images of P20 spermatocyte spreads from heterozygous control **(D)** or Blimp1-*Cbfb* cKO **(E)** males stained with antibodies recognizing SYCP3 (green), yH2Ax (red), and DAPI (cyan). Scale bar is 10 µm. **(F)** Quantification of prophase I meiotic stages in P20 heterozygous control and Blimp1-*Cbfb* cKO via spermatocyte spreads. **(G)** Representative immunofluorescence images of TUNEL staining (red) in advanced germ cells within P21 Blimp1-Cbfb cKO testis cross-sections using antibodies recognizing LIN28A (green) and DDX4 (cyan) with DAPI (grey). Scale bar is 50 µm. White arrowheads indicate TUNEL+ DDX4+ cells. Quantifications in **(A–C and F)** are presented as mean ± SEM for *n* = 3 biologically independent animals per genotype and age. *p < 0.05, **p < 0.01, ***p < 0.001; not significant (ns).

Reduced spermatid formation and the presence of tubules containing only spermatogonia within Blimp1-*Cbfb* cKO may be attributed to the failure of germ cells to initiate terminal differentiation and form differentiating spermatogonia. However, immunofluorescent staining of testis cross-sections using antibodies recognizing cKIT and STRA8, markers of differentiating spermatogonia, revealed no significant changes in the percentage of either cKIT + or STRA8+ germ cells (Figures 5B, C) or the number of STRA8+ cells per tubule cross-section (Supplementary Figures 4A, B). Alternatively, reduced spermatid formation may point to deficits in meiotic progression. Quantification of meiotic stages in spermatocytes from Blimp1-*Cbfb* cKO and control testes using immunofluorescent staining for the synaptonemal complex marker SYCP3 and the DNA double-strand break marker yH2Ax revealed a significant increase in leptotene spermatocytes but a decrease in spermatocytes within diplotene and diakinesis stages (Figures 5D–F). Surprisingly, no observable differences in either synaptonemal complex composition or the representation of each meiotic stage differed between Blimp1-*Cbfb* cKO and control spermatocytes. However, this temporal shift in meiotic progression may lead to reduced spermatocytes completing meiosis. Consistently, we observed a higher frequency of TUNEL+ spermatocytes undergoing apoptosis (Figure 5G). Collectively, these experiments suggested that the actions of CBFβ within the undifferentiated spermatogonia population distally influenced meiotic progression and spermatid formation.

### CBFβ regulates transcriptional networks associated with proliferation

To gain further insights into the gene expression pathways downstream CBFβ, we utilized NanoString GeoMx Whole Transcriptomic Analysis (WTA) to identify differentially expressed genes (DEGs) between Blimp1-*Cbfb* cKO and control animals. We chose to analyze transcriptomes at P6, when the first cKO phenotypes appeared, and P21, when deficits in meiotic progression and spermatid formation were apparent. 

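GeoMx WTA hybridizes barcoded probes against mouse transcripts to fixed tissue sections and then releases the barcodes from chosen cells with light for sequencing. The authors deposited 1 library per captured segment, 54 in all. Each library lists, for each probe, the number of molecules that the maker's pipeline counted after it collapsed reads with the same molecular identifier. These counts were not normalized and had not been filtered. The libraries name 20175 probes by identifiers that start with RTS, and 0 of these identifiers were found in the gene tables used here or in the paper's supplementary files. Values are therefore given by probe identifier, and no probe was assigned to a gene from its values. Negative control probes could not be told from the others, so a limit of quantification and a gene detection rate were not computed. The pseudo-bulk comparisons used 9 LIN28A+ libraries per genotype at P6 (3 sections from each of 3 animals) and 6 LIN28A+ and 6 LIN28A- libraries per genotype at P21 (3 sections from each of 2 animals).
At P6, total counts per library ranged from 310842 to 2552455 in Blimp1-*Cbfb* cKO segments (median 780608) and from 102271 to 1638949 in control segments (median 1015161). At P21, LIN28A+ segments had 160230 to 837610 counts in cKO (median 444582) and 189280 to 721322 in controls (median 393993). The P21 LIN28A- segments had 2096394 to 3672859 counts in cKO (median 2823104.5) and 2115530 to 7085244 in controls (median 3176543.5). In the P21 LIN28A+ cKO group the median library held 18 counts on its median probe, against 110.5 in the LIN28A- cKO group. Low counts limit the precision of single probes, and animals also varied beyond counting error. The file headers place the P6 and P21 libraries on 2 different plates and in 2 sequencing runs, while the paper states that the libraries were sequenced in a single lane. Age and plate are confounded.

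**Figure D1:**
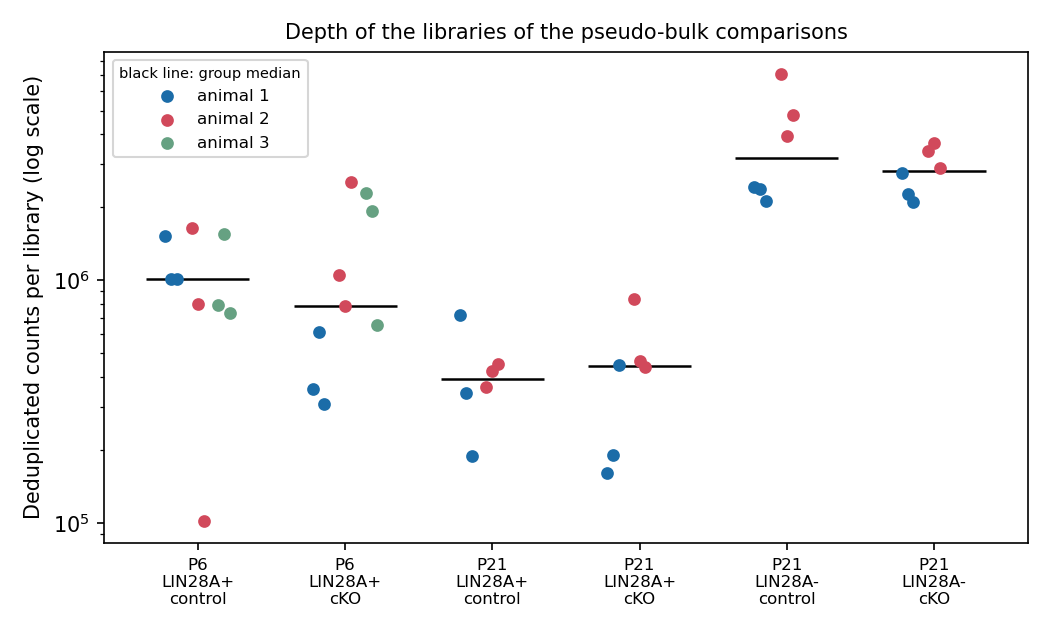
Deduplicated counts per library on a log scale for the 6 groups of the pseudo-bulk comparisons. Each point is 1 library, colors mark the animal, and the black line is the group median. The lowest library, from P6 control animal 2, has 102271 counts and the highest, from P21 LIN28A- control animal 2, has 7085244.

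The counts of the 3 sections of an animal were summed, so that the animal is the replicate. Each comparison was tested with edgeR's quasi-likelihood test on these sums, with TMM normalization, the filterByExpr filter on low counts and Benjamini-Hochberg adjustment over the probes tested. Levels of single probes are given as CPM.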

Two slides, one for P6 and one for P21, were prepared for WTA that contained triplicate testis cross-sections from 2–3 animals per genotype at each developmental age (*n* = 3 animals per genotype at P6, *n* = 2 animals per genotype at P21) to achieve both technical and biological replications. Due to size constraints in the scannable area of the NanoString Digital Spatial Profiler, only *n* = 2 animals per genotype could be captured for P21. Therefore, given the diminished statistical power, we identified DEGs based on both statistical significance (*p* < 0.05) and log2 fold change (log2FC). 

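The test was run on simulated counts with the same number of animals and the same depths, in which 100 probes were changed by 1 and 100 by 2 on the log2 scale. At an adjusted p under 0.05, edgeR found 100 of the 100 probes changed by 2 in each of the 3 comparisons of genotypes. Of the 100 probes changed by 1, it found 100 at P6, 60 in the P21 LIN28A+ segments and 97 in the P21 LIN28A- segments. Among unchanged simulated probes, 4.73%, 4.95% and 5.29% had an unadjusted p under 0.05 in the same order, so that about 1009 of 20175 probes are below that value by chance at a rate of 5%. The simulation gave all animals the same mean profile and set the spread of a probe by its level alone. Real probes and animals can vary more, and the 200 planted changes make the adjusted threshold easier to pass. The shares found can therefore be too high for the real counts. The paper reasons from the diminished statistical power at P21 to the use of log2FC beside the p-value as a criterion for DEGs.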

To isolate transcriptomic signatures from undifferentiated spermatogonia or terminally differentiating germ cells (i.e., differentiating spermatogonia, spermatocytes, and spermatid), we stained with antibodies recognizing LIN28A and DDX4 alongside the nuclear stain SYTO13. The resulting fluorescent signatures were then used to photoactivate precise regions within testis cross-sections to isolate transcriptomic probes within target populations.

Using this experimental design, we first performed a pseudo-bulk analysis to capture population-level *Cbfb-*dependent gene expression signatures within undifferentiated spermatogonia (P6, P21) and differentiating germ cells (P21). To accomplish this, we randomly placed one circular region of interest (ROI) on each tissue cross-section and segmented within each ROI based on LIN28A+ (LIN28A + DDX4+SYTO13+) or LIN28A-DDX4+ (LIN28A-DDX4+SYTO13+) fluorescent signals to enrich for the undifferentiated spermatogonia or differentiating germ cells, respectively (Figures 6A, B).

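In P21 control testes, LIN28A+ and LIN28A- segments of the same animals differed at an adjusted p under 0.05 for 1837 of 20175 probes, of which 587 were higher and 1250 lower in the LIN28A+ segments. The edgeR model held all 8 sums of P21 animals and took the animal as a block. The count at an unadjusted p was 3864. Without control animal 1, the counts fell to 604 at an adjusted and 2366 at an unadjusted p, the alternative with the largest effect. An absolute log2FC above 2 was seen for 7 probes, and for 1 without control animal 1 and 23 without control animal 2. Probe RTS0067559 had 343 ± 155 CPM in the LIN28A+ and 1531 ± 886 CPM in the LIN28A- segments (SD, n = 2 control animals), a log2FC of -2.11 (standard error 0.083, adjusted p = 1.14e-18 by edgeR). RTS0069994 was also lower in the LIN28A+ segments, with a log2FC of -2.28. Among probes higher in the LIN28A+ segments, RTS0074877 had 684 ± 163 against 285 ± 54.4 CPM (SD, n = 2), a log2FC of 1.26 (standard error 0.086, adjusted p = 8.39e-13 by edgeR), and RTS0070220 had a log2FC of 0.54. These 4 probes, the ones with the smallest p in each direction, were past the threshold in all of their 7 alternatives. The marker genes that the segments were chosen for could not be read, since no probe carries a gene name.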

**FIGURE 6:**
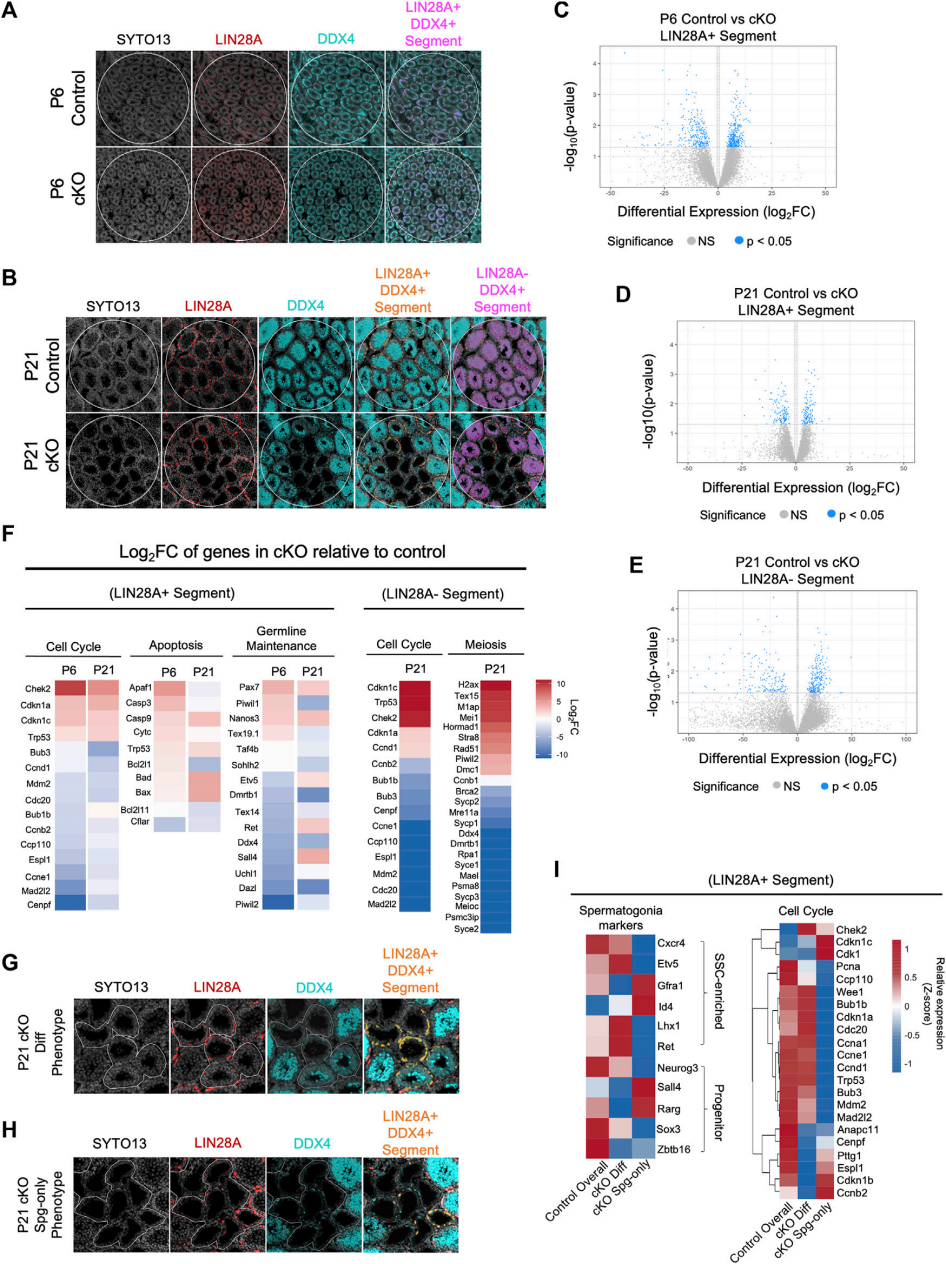
CBFB regulates cell cycle progression for germline maintenance and differentiation. **(A,B)** Representative images of immunofluorescence staining using SYTO13 (grey) as DNA stain, LIN28A (red), and DDX4 (cyan) with testis cross-sections from P6 **(A)** and P21 **(B)** heterozygous control and Blimp1-*Cbfb* cKO males for NanoString GeoMx spatial transcriptomics. Regions of interest (ROIs) are denoted with white circles and segmentation of target cell populations within each ROI is indicated in orange or magenta. **(C–E)** Volcano plots of DEGs within P6 LIN28A + DDX4+ SYTO13+ segments **(C)** and P21 LIN28A + DDX4+ SYTO13+ segments **(D)**, and P21 LIN28A- DDX4+ SYTO13+ segments **(E)**. **(F)** Heatmap representation of select DEGs as log2FC comparing Blimp1-*Cbfb* cKO with heterozygous control testes at P6 and P21 in both the LIN28A + DDX4+ SYTO13+ segments and at P21 in LIN28A- DDX4+ SYTO13+ segments. **(G,H)** Representative immunofluorescence images from capture of heterogeneous seminiferous tubule phenotypes in P21 Blimp1-*Cbfb* cKO, including regions with discontinuous spermatocyte development [Diff Phenotype; **(G)**] and tubules that contain only spermatogonia [Spg-only Phenotype; **(H)**]. Regions were segmented for LIN28A + DDX4+ fluorescent signal **(I)** Heatmap representation of relative expression values for select genes in the undifferentiated spermatogonia (LIN28A + DDX4+SYTO13+) within Diff phenotype and Spg-only phenotype ROIs.

Within the P6 LIN28A + segment, we identified a total of 672 statistically significant DEGs (*p* < 0.05), or 10,542 DEGs with >2.0 log2FC, between Blimp1-*Cbfb* cKO and controls (Figure 6C). 

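In the P6 LIN28A+ segments, edgeR found 0 of 20175 probes at an adjusted p under 0.05 between 3 cKO and 3 control animals. At an unadjusted p under 0.05 it found 1545 probes (7.66%), 644 higher and 901 lower in cKO. DESeq2 on the same sums gave 65 probes at an adjusted p, all of them lower in cKO, and 715 at an unadjusted p. When the single regions were fitted, limma-voom with the animal as a random block gave 70 and 1645 probes, and edgeR with each region as its own replicate gave 259 and 2446. The limma-voom fit used a correlation within animals of 0.066 for all probes, so it counted sections almost as independent. Linear mixed models on counts scaled by the upper quartile (Q3) gave 0 probes at an adjusted p, with 715 at an unadjusted p on log2 values and 796 on values that were not log transformed. Without control animal 2 edgeR found 50 probes at an adjusted p, and without control animal 3 it found 24. At an unadjusted p, 815 probes were left without control animal 1 and 1027 without cKO animal 3. With upper-quartile factors in place of TMM, 54.7% of the probes at an unadjusted p were higher in cKO, against 41.7% with TMM, and DESeq2 gave 26.7%.
No probe had an absolute log2FC above 2 by edgeR, where the largest was 1.11, and the counts by DESeq2, limma-voom and the mixed model on log2 values were 0 as well. Here and at P21, background was not subtracted, and how far it narrowed the log2FC values stays open. In the P6 controls, 95.1% of the probes lay within 2-fold of the median CPM. On Q3-scaled counts that were not log transformed, the difference between the genotypes, in counts and not in log2 units, was above 2 for 12412 probes. Probe RTS0081028 had 56.1 ± 2.55 CPM in cKO and 29.0 ± 15.8 CPM in controls (SD, n = 3 animals), a log2FC of 0.94 (standard error 0.175, adjusted p = 0.0891 by edgeR). Probe RTS0070315 had 95.2 ± 3.23 CPM in cKO and 180 ± 48.9 CPM in controls (SD, n = 3), a log2FC of -0.92 (standard error 0.18, adjusted p = 0.0891 by edgeR). For these and for RTS0080312, with a log2FC of 0.63, and RTS0062704, with -0.70, the 3 cKO animals did not overlap the 3 controls. They are the probes with the smallest p in each direction. The direction held with each animal left out in turn, but where the animals do not overlap this is all but fixed in advance.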

Within the P21 LIN28A + segments, we identified 282 significant DEGs (*p* < 0.05), or 5,622 DEGs with >2.0 log2FC (Figure 6D). 

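In the P21 LIN28A+ segments, 6 of 20172 probes had an adjusted p under 0.05 by edgeR between 2 cKO and 2 control animals, 1 higher and 5 lower in cKO. At an unadjusted p, the count was 702 (3.48%), with 407 higher and 295 lower. DESeq2 gave 0 probes at an adjusted and 32 at an unadjusted p. The count at an adjusted p was 0 without each of cKO animal 1, cKO animal 2 and control animal 1, and 53 without control animal 2, where 2011 probes had an unadjusted p under 0.05. An absolute log2FC above 2 was reached by 1 probe, RTS0068460, which was lower in cKO and lies just past the limit. This probe had 175 ± 38.7 CPM in cKO and 706 ± 557 CPM in controls (SD, n = 2 animals; standard error 0.326, adjusted p = 1.72e-05 by edgeR). With each animal left out in turn, its log2FC lay between -2.63 and -0.82, and its adjusted p was under 0.05 in 8 of the 13 alternatives on a log2 scale. RTS0068784 was lower in cKO with a log2FC of -1.47 (standard error 0.259, adjusted p = 0.000155 by edgeR), and its log2FC with each animal left out lay between -1.95 and -0.68. RTS0061784 was the probe higher in cKO at an adjusted p, with 46.5 ± 0.14 CPM in cKO and 21.3 ± 6.64 CPM in controls (SD, n = 2), a log2FC of 1.11 (standard error 0.247, adjusted p = 0.0256 by edgeR). It was past the threshold in 4 of the 12 alternatives on a log2 scale that tested it. The other 3 lower probes, named after their values were seen, were RTS0061739, RTS0068462 and RTS0078084, with log2FC values of -1.16, -1.65 and -1.002. RTS0066123 was next by p among the higher probes, with a log2FC of 1.32 (standard error 0.319, adjusted p = 0.0971 by edgeR). On Q3-scaled counts that were not log transformed, the difference was above 2 counts for 8816 probes.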

Interestingly, 14 statistically significant DEGs (*p* < 0.05) were shared between the P6 and P21 ages, or 2,000 DEGs using a >2.0 log2FC cutoff (Supplementary Figures 5A, B). 

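Of the probes at an unadjusted p under 0.05, 70 were on both the P6 and the P21 LIN28A+ list, against 53.8 for independent lists of these sizes. Of these, 26 were higher in cKO at both ages, against 13.0 for independent lists (two-sided Fisher's exact test, p = 0.00085), and 26 were lower at both, against 13.2 (two-sided Fisher's exact test, p = 0.000933). The other 18 went in opposite directions. Probes are not independent replicates, so these p-values are a scale for the overlap and not a test over animals. The excess over independent lists depended on which animals were included. Without P21 control animal 1, 8 probes were higher (13.0 for independent lists) and 17 lower (17.6) at both ages, 25 in place of 52, and 41 went in opposite directions. Without P21 cKO animal 2, 13 were higher (9.45) and 4 lower (10.5), 17 in all, and without P21 control animal 2, 74 were higher (28.6) and 104 lower (49.8), 178 in all. Without P6 control animal 1, 13 were higher (8.13) and 11 lower (6.025), 24 in all, and without P6 cKO animal 3, 14 (8.37) and 17 (8.95), 31 in all. On log2 Q3 counts, the mixed models gave 8 higher (5.88) and 3 lower (3.15), and on counts that were not log transformed 11 (7.97) and 3 (3.38). DESeq2 gave 1 such probe (0.114 higher and 0.520 lower for independent lists). At an adjusted p, or at an absolute log2FC above 2, edgeR found 0 shared probes, as 0 probes passed at P6. Across 20172 probes, the log2FC values of the ages had a Pearson's r of 0.153 and a Spearman's rho of 0.14. A test of whether the genotype effect differs between P6 and P21, as an interaction term in edgeR, gave 0 probes at an adjusted and 736 at an unadjusted p. Without P21 control animal 2, it gave 21 and 1421.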

Gene ontology analysis of DEGs revealed downregulation of several genes involved in proliferation. In particular, genes encoding components of the mitotic checkpoint complex, including *Cdc20, Mad2l2, Bub3, Ccp110*, and *Espl1*, were downregulated at both P6 and P21. Additionally, pro-apoptotic genes (*Bad*, *Bax*, *Casp9*, and *Trp53*) were upregulated, and anti-apoptotic genes (*Bcl2l11* and *Cflar*) were downregulated in LIN28A + segments. Interestingly, genes implicated in SSC self-renewal, such as *Lhx1*, *Gfra1*, and *Id4*, were not differentially expressed with Blimp1-*Cbfb* cKO in the LIN28A + segments (Figure 6F).

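In the P21 LIN28A-DDX4+ segments, edgeR found 0 of 20175 probes at an adjusted p under 0.05 between 2 cKO and 2 control animals. At an unadjusted p under 0.05 it found 522 probes (2.59%), 185 higher and 337 lower in cKO. DESeq2 gave 0 and 319 probes, and limma-voom on the single regions gave 1 and 1546. Leaving out control animal 2 moved the counts most, but it left control animal 1, which stood apart from the other P21 animals, as the only control. Each fit without an animal leaves 1 animal in a group, which is assumed to vary like the other group. With all animals, no probe had an absolute log2FC above 2 by edgeR, and the largest was 0.92. The largest was 1.42 without control animal 2, 1.018 without control animal 1, 0.984 without cKO animal 2 and 1.305 without cKO animal 1. On Q3-scaled counts that were not log transformed, the difference was above 2 counts for 17119 probes.

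**Figure D2:**
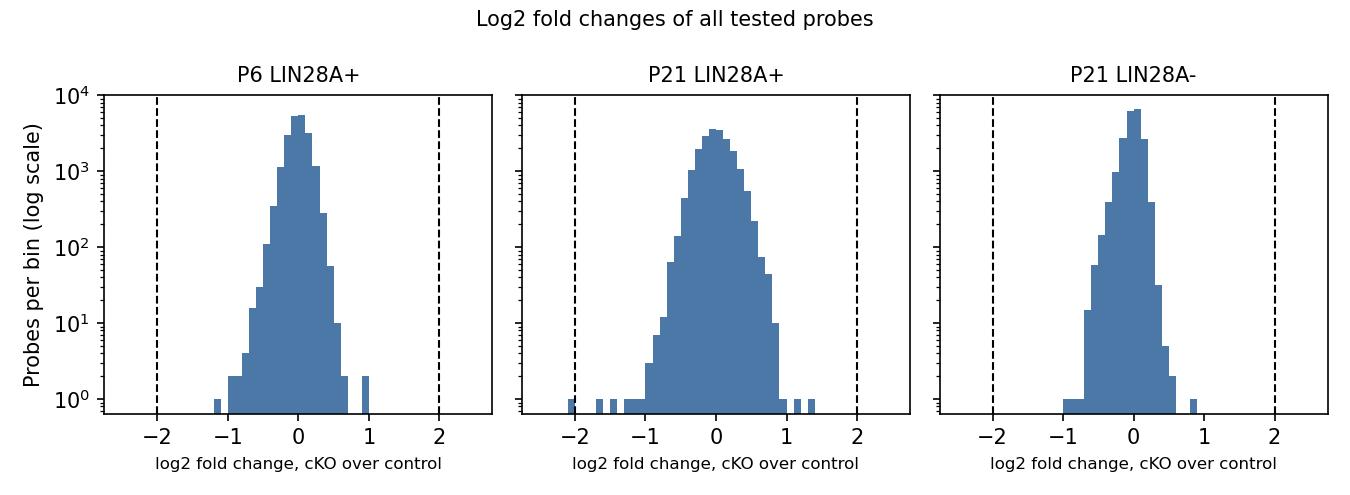
Number of probes, on a log scale, by log2FC of cKO over control in the 3 comparisons of genotypes. Dashed lines mark -2 and 2, and 1 probe, RTS0068460 in the P21 LIN28A+ segments, lies past them.

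Among the probes with the smallest p, RTS0079409 had 38.1 ± 1.14 CPM in cKO and 55.8 ± 3.48 CPM in controls (SD, n = 2 animals), a log2FC of -0.54 (standard error 0.112, adjusted p = 0.4 by edgeR), and RTS0077242 had a log2FC of -0.46. The probes higher in cKO were RTS0067410, with a log2FC of 0.51 (standard error 0.127, adjusted p = 1 by edgeR), and RTS0072793, with 0.41. The adjusted p of these 4 probes was under 0.05 in 1 to 4 of the 12 or 13 alternatives on a log2 scale that tested them. Whether the genotype effect differs between LIN28A+ and LIN28A- segments was tested as an interaction, with the animal as a block, and edgeR gave 0 probes at an adjusted and 786 at an unadjusted p. Without control animal 2 these were 13 and 1287, and without the animal block the unadjusted count was 496.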

Within the LIN28A-DDX4+ segments, differential gene expression analysis revealed 422 significant DEGs (*p* < 0.05), or 12,014 DEGs with >2.0 log2FC, with P21 Blimp1-*Cbfb* cKO compared to controls (Figure 6E). Gene ontology analysis of DEGs highlighted several downregulated biological processes associated with cell cycle regulation, sperm maturation/differentiation, and flagella- and cilia-mediated motility (Supplementary Figures 5C, D). Furthermore, numerous canonical meiotic regulators, such as *Sycp1*, *Sycp2*, *Sycp3*, *Syce1*, *Dmc1*, *Meioc*, and others, were downregulated with Blimp1-*Cbfb* cKO. Strikingly, many of the same cell cycle-related genes of the mitotic checkpoint complex that were downregulated in LIN28A + segments were similarly downregulated in LIN28A-DDX4+ segments, including *Bub1b*, *Bub3*, *Cdc20*, *Mad2l2*, *Ccp110*, and *Espl1* (Figure 6F). Significant downregulation of mitotic checkpoint control (*Bub1b*, *Bub3*, and *Mad2l2*) and meiotic (*Sycp1* and *Sycp3*) genes with Blimp1-*Cbfb* cKO was further validated via qPCR (Supplementary Figure 5E).

### CBFβ regulates discrete cell cycle checkpoint control programs

In the experiments above (Figure 1I), we observed phenotypic heterogeneity among discrete regions of the developing Blimp1-*Cbfb* cKO testis such that some tubule cross-sections contained only spermatogonia while others contained different degrees of breakdown during spermatocyte and spermatid maturation. Given that our findings indicated that CBFβ function is limited undifferentiated spermatogonia, we hypothesized that this phenotypic heterogeneity may coincide with functional differences among undifferentiated spermatogonia. To test this hypothesis, we utilized spatial transcriptomics to create ROIs around P21 Blimp1-*Cbfb* cKO tubule cross-sections grouped into two phenotypes: (Griswold, 2022): tubules in which germ cell maturation at spermatocyte or spermatid stages appeared discontinuous or disrupted (termed the differentiation phenotype or “cKO Diff Phenotype”) and (Raverdeau et al., 2012) tubules which contained only LIN28A + undifferentiated spermatogonia and no advanced germ cells (termed the spermatogonia-only phenotype or “cKO Spg-only Phenotype”; Figures 6G, H). 

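The phenotype libraries come from P21 cKO testes and comprise 3 LIN28A+ segments of Spg-only tubules, 4 LIN28A+ segments of Diff tubules and 4 LIN28A- segments of Diff tubules. LIN28A+ segments of Spg-only tubules had 76337 to 178737 counts (median 131832) and those of Diff tubules 160983 to 283215 counts (median 239252.5). The animal of each region is not given in the sources used here. With 2 cKO animals at P21, at least some of the 7 regions share an animal, so p-values that take each region as a replicate are too small. Unnormalized counts of single regions were compared with the same test, normalization and filter as above. The filter kept 5740 probes, since the regions are small. LIN28A+ segments of Diff regions 2 and 3 differed by no more than sampling noise (chi-square per degree of freedom 1.01), and both were kept as regions.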

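Between the 3 Spg-only and the 4 Diff regions, 4 of 5740 probes had an adjusted p under 0.05 by edgeR in LIN28A+ segments, 1 higher and 3 lower in Spg-only tubules. At an unadjusted p under 0.05 the count was 315, with 153 higher and 162 lower. These p-values are over regions of at most 2 animals and are too small. DESeq2 gave 0 and 89 probes. The count at an adjusted p was 0 without Diff region 2, 1 without Spg-only region 3, and 2 without Spg-only region 1 or Diff region 1. At an unadjusted p it was 527 of 10895 tested probes (4.84%) without Spg-only region 1 and 547 of 10657 (5.13%) without Spg-only region 2, as the filter kept more probes, against 5.49% with all regions. Chance gives about 5%. With Diff regions 2 and 3 summed and counted as 1 region, an alternative chosen after the data were seen, the counts were 2 and 237 of 4093 probes. With upper-quartile factors, 21.04% of the 328 probes at an unadjusted p were higher in Spg-only tubules, against 48.6% with TMM. Without the filter on low counts, 1019 of 20175 probes had an unadjusted p under 0.05.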

As before, we then segmented these ROIs to isolate the LIN28A+ (LIN28A + DDX4+SYTO13+) regions to enrich for undifferentiated spermatogonia and performed differential expression analysis.

Surprisingly, spermatogonia markers that enrich for either SSCs (*Cxcr4*, *Etv5*, *Gfra1*, *Id4*, *Lhx1*, and *Ret*) or more progenitor-like undifferentiated spermatogonia (*Neurog3*, *Sall4*, *Rarg*, *Sox3*, and *Zbtb16*), showed mixed expression within the cKO Diff and cKO Spg-only tubule phenotypes; this suggested that tubule phenotypes were not correlated with functional fates within undifferentiated spermatogonia (Figure 6I). Interestingly, however, among checkpoint control genes, many interphase and mitotic complex-related genes (*Pcna*, *Ccnd1*, *Ccp110*, *Bub1b*, *Bub3*, *Cdc20*, *Mdm2*, and *Mad2l2*) were downregulated in the cKO Spg-only Phenotype while genes necessary for the completion of cell division (*Ccnb2*, *Cdk1*, *Cenpf*, *Pttg1*, and *Espl1*) were downregulate in cKO Diff Phenotype (Figure 6I). Thus, our data suggest that tubule phenotypes within Blimp1-*Cbfb* cKO testes coincide with discrete differences in *Cbfb-*dependent checkpoint control genes and different proliferative signatures among the undifferentiated spermatogonia population.

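Probe RTS0068460 was higher in Spg-only than in Diff tubules, with 380 ± 282 CPM (SD, n = 3 regions) against 147 ± 60.5 CPM (SD, n = 4 regions), a log2FC of 1.56 (standard error 0.272, adjusted p = 5.34e-05 by edgeR over regions that share animals). Spg-only region 3 had 705 CPM, and the log2FC with each region left out lay between 0.62 and 1.83. RTS0076528 was next among the higher probes, with a log2FC of 1.28 (standard error 0.336, adjusted p = 0.154 by edgeR). RTS0068336 was lower in Spg-only tubules, with 361 ± 126 CPM (SD, n = 3) against 839 ± 272 CPM (SD, n = 4), a log2FC of -1.27 (standard error 0.236, adjusted p = 0.000191 by edgeR). RTS0068405 was lower as well, with a log2FC of -1.001 (standard error 0.217, adjusted p = 0.00806 by edgeR). The third lower probe at an adjusted p, named after its values were seen, was RTS0068409, with a log2FC of -0.93 (standard error 0.216, adjusted p = 0.0228 by edgeR). For each of the first 4 probes the ranges of the regions overlapped.

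**Figure D3:**
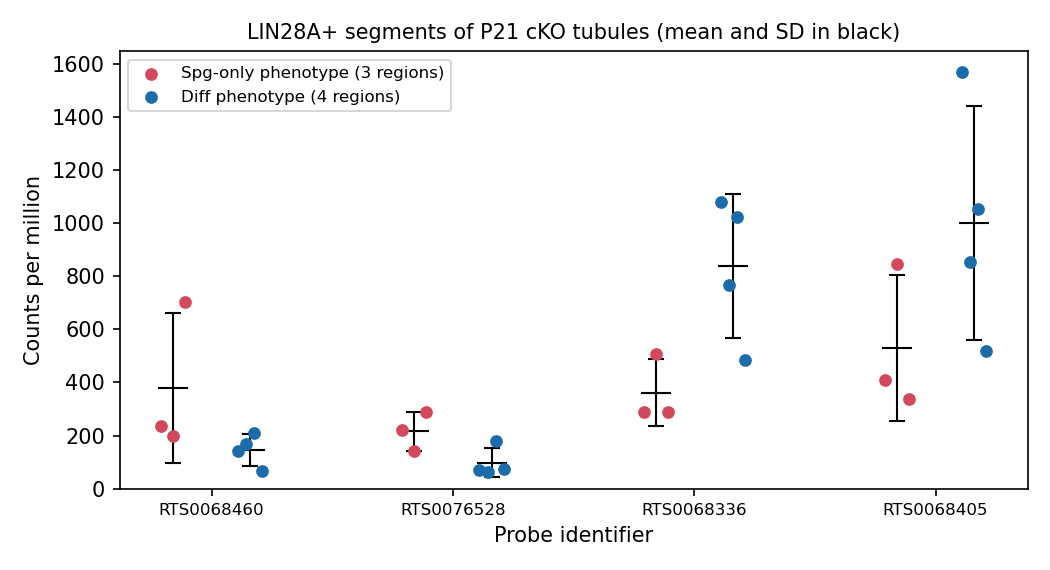
CPM of the 2 probes with the smallest p in each direction in LIN28A+ segments of P21 cKO tubules. Each point is 1 region (3 Spg-only, 4 Diff), and black bars are the mean and SD. For RTS0068336 the mean is 361 CPM in Spg-only and 839 CPM in Diff regions.

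Across 5740 probes, the log2FC of Spg-only over Diff tubules and that of cKO over control in P21 LIN28A+ segments had a Pearson's r of 0.054 and a Spearman's rho of 0.068. Probes are not independent replicates, so no p is given. Which of the probes belong to checkpoint control genes is not known from the files. From the lower expression of interphase and mitotic complex genes in one phenotype and of genes for the completion of cell division in the other (Figure 6I), the paper proposes that tubule phenotypes coincide with different proliferative signatures.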

## Discussion

Studies have highlighted the significance of CBFβ in development and homeostasis across many tissues, such as bone, blood, brain, hair, and skin (Speck et al., 1999; Komori, 2003; Inoue et al., 2008; Link et al., 2010; Kurosaka et al., 2011; Tian et al., 2014; Qin et al., 2015; Mevel et al., 2019). Here, our study demonstrated the essential role of *Cbfb* in the male germline. CBFβ is expressed in several germ cell types throughout the stages of spermatogenesis. Therefore, we generated Blimp1-*Cbfb* cKO model to ablate *Cbfb* from the germline throughout prenatal and postnatal testis development to explore function. Using the Blimp1-*Cbfb* cKO model, we discovered that *Cbfb* is necessary for sperm production, sperm motility, and overall male fertility. Additionally, significant reductions in testis weight and intra-testicular sperm production were observed starting prior to puberty and sustained into adulthood. Together, our study highlights the important role of CBFβ during prepubertal germline development, which is necessary to establish and maintain spermatogenesis long into adulthood.

Most undifferentiated spermatogonia respond to a transient spike in RA levels amid the seminiferous cycle and initiate terminal differentiation; those undifferentiated spermatogonia that do not, proliferate to replenish the undifferentiated spermatogonia population in preparation for the next RA pulse (Tegelenbosch and Rooij, 1993; Griswold, 2016). This process of committing germ cells to differentiation via RA and rebuilding the undifferentiated spermatogonia population repeats with each spermatogenic cycle to ensure continuous production of differentiating spermatogonia while maintaining the undifferentiated spermatogonia population indefinitely (de Rooij and Russel, 2000). On one hand, the production of differentiating spermatogonia was not impacted in Blimp1-*Cbfb* cKO animals, as evidenced by no significant change in the STRA8+ or cKIT + germ cell populations. On the other hand, proliferation from the undifferentiated spermatogonia population was profoundly reduced in undifferentiated spermatogonia, accompanied by a significant increase in apoptosis. Through prepubertal development, the undifferentiated spermatogonia population gradually declined in Blimp1-*Cbfb* cKO testes and seminiferous tubules progressively became devoid of germ cells. These observations demonstrated that CBFβ is critical for germline maintenance. This failed maintenance could be attributed to either disruption in SSC self-renewal or undifferentiated spermatogonia that attempted to proliferate and were instead lost to programmed cell death via apoptosis. However, further experiments such as with SSC transplantation are necessary to assess CBFβ regulation of self-renewal more directly. Regardless, the rapid demise of the germline within *Cbfb* inactivation underscores the central role of CBFβ in germline maintenance. Furthermore, during this window of prepubertal development, undifferentiated spermatogonia rapidly proliferate to build the population in preparation for adult spermatogenesis (Drumond et al., 2011; Law et al., 2019). With the decline of the undifferentiated spermatogonia population in Blimp1-*Cbfb* cKO testes, our data indicate that CBFβ is necessary for establishment and maintenance of the undifferentiated spermatogonia population.

Utilizing complementary genetic approaches with two different Cre drivers, our studies determined that the functions of *Cbfb* in spermatogenesis are most likely confined to the undifferentiated spermatogonia population. Blimp1-Cre is active prenatally in PGCs and prospermatogonia (Ohinata et al., 2005; Yamashiro et al., 2016). Therefore, we cannot rule out the potential that PGC and/or prospermatogonial development were impacted with Blimp1-*Cbfb* cKO. However, at birth, Blimp1-*Cbfb* cKO testes were phenotypically normal, suggesting that prenatal germline development was not impacted by *Cbfb* inactivation. By contrast, the first evidence of germline disruption in Blimp1-*Cbfb* cKO testes appeared at P6, at which point most germ cells have transitioned to form spermatogonia (Drumond et al., 2011; McCarrey, 2013). The neonatal spermatogonia population is composed of either undifferentiated or differentiating spermatogonia, labeled by LIN28A and STRA8, respectively. To parse out the function of *Cbfb* in differentiating spermatogonia and advanced germs (i.e., spermatocytes, spermatid, and spermatozoa) derived from undifferentiated spermatogonia, we utilized Stra8-Cre to generate a different cKO model. Outcomes revealed that Stra8-*Cbfb* cKO males were fertile with no observable disruption to spermatogenesis, thus demonstrating that CBFβ within the differentiating spermatogonia and all subsequent germ cell sub-types is dispensable. However, inactivation of *Cbfb* within undifferentiated spermatogonia via Blimp1-Cre led to multi-stage breakdown in the male germline and sterility. Collectively, evaluating both cKO models narrows the functional role of CBFβ to likely be within the undifferentiated spermatogonia population.

In addition to regulating germline maintenance, our experiments indicate that the inactivation of *Cbfb* in undifferentiated spermatogonia impacted meiotic completion. Analysis of Blimp1-*Cbfb* cKO testes revealed no significant change in the STRA8+ and cKIT + germ cell populations, which indicates that entry to differentiation was not disrupted. However, further analysis of Blimp1-*Cbfb* cKO testes indicated a significant increase in leptotene spermatocytes and a decrease within diplotene and diakinesis stages of meiotic progression. This temporal disruption during meiotic progression in Blimp1-*Cbfb* cKO testes likely reduced the number of spermatocytes completing meiosis and forming spermatid (Gorbsky, 2015). Consistently, we observed elevated apoptosis in spermatocytes in Blimp1-*Cbfb* cKO testes and transcriptomic studies revealed downregulation of canonical meiotic genes. In addition, our transcriptomic studies revealed that many of the cellular components necessary for sperm motility and function were significantly downregulated with *Cbfb* inactivation, which may, in part, underlie the impaired sperm motility of Blimp1-*Cbfb* cKO males. However, downregulation of genes implicated in sperm motility may also reflect the temporal shifts in meiotic progression and spermatid formation. Given that disruptions in prepubertal germline development only occur with *Cbfb* inactivation in undifferentiated spermatogonia, our findings suggest that CBFβ is necessary to set up molecular frameworks in undifferentiated spermatogonia that directly or indirectly influence later stages of terminal differentiation, such as meiosis and sperm maturation.

Here, we shed light on the functional roles of CBFβ in regulating both proliferation and differentiation concurrently during postnatal germline development. How is CBFβ able to modulate both processes simultaneously? To start addressing this question, we used spatial transcriptomics and, surprisingly, discovered that key cell cycle checkpoint genes were downregulated within both undifferentiated spermatogonia and advanced germ cells of Blimp1-*Cbfb* cKOs, which suggests that CBFβ may regulate both proliferation and differentiation by modulating cell cycle control within these processes. For example, genes of the mitotic checkpoint complex, such as *Bub1* (or *Bub1b*), *Bub3*, *Cdc20*, and *Mad2* (or *Mad2l2*), were downregulated in both undifferentiated spermatogonia and advanced germ cells. The mitotic checkpoint complex is a well-established regulator of mitosis and numerous studies highlight its role in meiosis as well (Gorbsky, 2015; Liu and Zhang, 2016; Bolcun-Filas and Handel, 2018). Specifically, the mitotic checkpoint complex participates in proper chromosomal segregation during meiosis. Consistent with this, chromosomal synapsis and the early stages of meiosis were generally unaffected in Blimp1-*Cbfb* cKO males, but later stages of meiosis were significantly altered and overall spermatid formation following meiosis was blunted. Thus, how CBFβ accomplishes cell cycle control may fall within a common core proliferative program. However, the precise mechanism by which CBFβ exerts its diverse role using a common mechanism of action remains for future studies.

The ability of CBFβ to broadly regulate multiple aspects of germ cell maturation from within the undifferentiated spermatogonia population is both surprising and intriguing. Somehow, the distal programs for germ cell maturation, such as meiosis, are established within undifferentiated spermatogonia and carry indirectly to more advanced germ cells. However, an open question that remains is how is this programming accomplished? A recent study found that during the transition from mitosis to meiosis, there is a widespread reorganization of super-enhancers in the germline (Maezawa et al., 2020). However, within some locations of the genome, enhancers and suppressors related to mitosis and meiosis share similar epigenetic profiles (Maezawa et al., 2020). Thus, this potential programming from within the undifferentiated spermatogonia population may have epigenetic underpinnings. Studies suggest that, in addition to RUNX proteins, CBFβ can form heterodimeric complexes with histone modifiers (Bruno et al., 2009; Roudaia et al., 2009; Mandoli et al., 2014). Therefore, the potential role of CBFβ in shaping the germline epigenome and/or establishing the meiotic program in undifferentiated spermatogonia warrants further investigation.

Collectively, our studies reveal multiple roles of CBFβ in prepubertal development within the male germline. From within the undifferentiated spermatogonia population, CBFβ regulates core frameworks that intersect different facets of germline maturation that when disrupted, lead to adult infertility.

## Materials and methods

### Animals

All procedures for the care and use of animals were approved by the Washington State University Animal Care and Use Committee. To generate Blimp1-Cre *Cbfb* cKO mice, male Blimp1(Prdm1)-Cre^Tg^ (Jackson Laboratories, stock no. 008827) and female *Cbfb* ^*fl/fl*^ (Jackson Laboratories, stock no. 028550) transgenic mice were first bred to generate Blimp1-Cre^Tg^;*Cbfb* ^*fl/+*^ animals. Then, female *Cbfb* ^*fl/fl*^ mice were crossed to Blimp1-Cre;*Cbfb* ^*fl/+*^ males to generate either Blimp1-Cre *Cbfb* cKO (Blimp1-Cre^Tg^;*Cbfb* ^*fl/fl*^) or heterozygous control (Blimp1-Cre^Tg^;*Cbfb* ^*fl/+*^) males. Stra8-Cre *Cbfb* cKO males were generated by first crossing female *Cbfb* ^*fl/fl*^ mice with male Stra8-Cre^Tg^ mice (Jackson Laboratories, stock no. 017490) to generate Stra8-Cre^Tg^;*Cbfb* ^*fl/+*^ animals. Female *Cbfb* ^*fl/fl*^ mice were then mated to Stra8-Cre^Tg^;*Cbfb* ^*fl/+*^ males to generate either Stra8-Cre *Cbfb* cKO (Stra8-Cre^Tg^;*Cbfb* ^*fl/fl*^) or heterozygous control (Stra8-Cre^Tg^;*Cbfb* ^*fl/+*^) males. During breeding trials, cKO and heterozygous control males were mated to wild-type C57BL/6J females for 4–6 months. Identification of a copulatory plug signified embryonic day 0.5 of gestation.

### Sperm and hormone analyses

Systemic blood from animals was collected and centrifuged at 2,000 xg for 15 min to isolate sera. Collected sera were sent to Ligand Assay and Analysis Core of the Center for Research in Reproduction at the University of Virginia for hormone analysis. Caudal epididymides were collected and teased apart in M2 medium (Sigma, M7167) and incubated for 15 min at 37°C to release sperm. Sperm concentration and motility were analyzed using Microptic computer-assisted sperm analysis (CASA) systems and Microptic SCA software (v. 6.4.0.82).

### Testis histology and immunostaining of testis cross-sections

Testes were collected detached from the epididymis prior to weight measurement. Collected testes were fixed in either Bouin’s solution (Electron Microscopy Sciences, 15,990) or 4% paraformaldehyde/PBS (Thermo Scientific™, 28,908) at room temperature or 4°C, respectively, for specified timeframes depending on the animal’s age (Barnard and Aston, 2013). Bouin and paraformaldehyde-fixed tissues were rinsed three times in 70% EtOH overnight at room temperature (RT) and PBS for 1 h, respectively. Isolated tissues were dehydrated through a graded ethanol series and xylenes washes prior to paraffin embedding. Paraformaldehyde-fixed paraffin-embedded (FFPE) and Bouin-fixed paraffin-embedded (BFPE) blocks of tissue were sectioned of 5 μm and deparaffinized in a graded series of xylenes and ethanol washes to generate testis cross-sections slides for histology, immunohistochemistry (IHC), and immunofluorescence (IF). For histology, BFPE testis cross-sections were stained with hematoxylin (Ricca Chemical, R3530000) and eosin Y (VWR, 95057-848). Following sodium citrate antigen retrieval, slides were then washed with 1X PBS three times at RT and incubated for 1 h in blocking buffer (1% serum matched to the secondary host species, 0.1% fish skin gelatin (Sigma, G7041), and 1X PBST (PBS + 0.01% Tween20) in a humidity chamber.

For IHC, ABC-peroxidase kit (Vector Laboratories, PK-6100) and DAB HRP Substrate Kit (Vector Laboratories, SK-4100) were used for immuno-visualization and followed with hematoxylin. Histology and IHC slides were mounted using VectaMount™ AQ Aqueous Mounting Medium (Vector Laboratories, H-5501-60), and images were taken using light microscopy (Nikon Eclipse E200; LasX software v.3.7.4) at 20X or 40X magnifications.

For IF, slides were briefly submerged in 0.1% Sudan black/EtOH to mitigate background autofluorescence, washed in 1X PBS, and incubated with select primary antibodies (*see* Table 1 for antibody details) in a humidified chamber overnight at 4°C. The next day, slides were washed three times in 1X PBS and incubated with the appropriate secondary antibody diluted in blocking buffer within a humidified chamber for 2 h at RT. Slides were washed three times in 1X PBS prior to mounting with Vectashield HardSet reagent containing DAPI (Vector Laboratories, H-1200-10). Slides were imaged using a DMi8 inverted fluorescent microscope (Leica-Microsystems; LasX v3.7.5) at 20X or 40X magnifications.

**TABLE 1:** Information pertaining to antibodies used in this study.

Antibody	Vendor and Cat. #	Application	Concentration
Rabbit anti CBFβ	Novus Biologicals, NBP1-87300	IF	1:200
Goat anti LIN28A	R&D Systems, AF3757	IF, NanoString	IF 1:250 NanoString 1:125
Goat anti cKIT	R&D Systems, AF1356	IF, IHC	1:125
Rabbit anti STRA8	Michael Griswold, WSU	IHC	1:200
Rat anti TRA98	Abcam, ab82527	IF	1:500
Rabbit anti DDX4	Abcam, ab13840	IHC, IF, NanoString	IF/IHC 1:200 NanoString 1:100
Rat anti Ki-67, FITC	Invitrogen, 11569882	IF	1:250
TUNEL	Roche, 12156792910	IF	—
Goat anti Rabbit IgG—Peroxidase (HRP)	Cell signaling, 7074	IHC	1:500
Donkey anti Rabbit Alexa Fluor 488	Invitrogen, A21206	IF, NanoString	IF 1:500 NanoString 1:500
Donkey anti Goat Alexa Fluor 555	Invitrogen, A21432	IF, NanoString	IF 1:500 NanoString 1:250
Donkey anti Rat Alexa Fluor 546	Invitrogen, A11081	IF	1:500
Donkey Serum	EMD Millipore, S30	IF, IHC	—
Goat Serum	EMD Millipore, S26	IF, IHC	—

### Single-cell RNA-sequencing data analysis

Single-cell transcriptomic data of the mouse male germline corresponding to ages P0, P3, P6, P14, P18, P25, P30, and P56 was acquired from the Gene Expression Omnibus (GEO; accession no. GSE124904, GSE121904, GSE109049, and GSE109033). Briefly, aligned and demultiplexed transcriptomes were computationally merged and assembled in R software using the Seurat package. Low-quality transcriptomes with >25% mitochondrial reads and >500 detected genes per cell were omitted. The aggregated data was then normalized, scaled, and dimensionally reduced via principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) using default parameters and 50 principal components. Germ cells were isolated from within the data aggregate based on localized clustering and *Ddx4* transcript abundance. For gene expression analysis in Figure 2A; Supplementary Figure 2A, germ cells from P56 libraries were isolated and assembled with batch correction via fastMNN. Germ cell types were approximated based on marker genes identified by Hermann et al., 2018 (a sample of marker genes presented in Supplementary Figure 2A).

### TUNEL analysis

For terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining, IF slides following secondary antibody incubation were washed three times in 1X PBS. TUNEL solution (60 uL) was added to each slide and plastic coverslip was used to as slide cover during the 1 h incubation period at RT within a humidified chamber. Slides were washed following TUNEL incubation and mounted in similar manner as IF slides.

### Spermatocyte spread

Spermatocyte spreads were prepared according to previously published methods (Peters et al., 1997; Horan et al., 2017). Briefly, denunciated testes were first incubated in hypo-extraction buffer for 20 min before maceration in sucrose buffer using hypodermic needles to create a cell suspension. The resulting cell suspension was spread across 1% paraformaldehyde-coated slides and incubated in the humidified chamber for 2 h before air drying for 30 min. Dried slides were washed in 0.4% Photo-flo 200 solution for 2 min prior to long-term storage at −20°C. Preserved slides were thawed at RT for 1–2 min, incubated with primary antibody diluted in blocking buffer within a humidified chamber for 2 h at RT, washed three times in 1X PBS, and incubated with secondary antibodies diluted in blocking buffer in a humidified chamber for 2 h at RT. Slides were then washed thrice in PBS before mounting with a coverslip using Vectashield HardSet reagent containing DAPI. Slides were imaged using a DMi8 inverted fluorescent microscope at 60X magnification. For quantification of meiotic stages, 100 randomly selected spermatocytes were staged per animal.

### Quantification and statistical analyses

Tubules were counted for histology and IHC quantifications. Normal and abnormal seminiferous tubule criteria were determined using DDX4 as a germ cell marker via IHC. In P6, a tubule was considered normal if it had at least one germ cell, whereas the absence of a germ cell indicated an abnormal tubule. For P21, a normal tubule had spermatogonia and spermatocyte layers, while abnormal tubules lacked germ cells or had no spermatocytes. Observation of normal tubules in In P56 and >P180, normal tubules showed organized germ cell layers and spermatozoa (stage-dependent), while abnormal tubules lacked germ cells and had disorganized germ cell layers, including a lack of spermatids and spermatocytes. Fiji software (ImageJ software; v1.0) was used to quantify the different germ cell populations by applying a set threshold per antibody. Specific germ cell sub-populations were normalized to the number of tubules or overall germ cell populations using TRA98 or DDX4. Spermatid-containing tubules were quantified from histology images. All quantifications from testis cross-section were done on at least three non-adjacent, randomly selected sections per animal. Quantification of cell number per tubule was normalized to each individual testis cross-section area (mm^2^) that was measured through Fiji software (ImageJ software; v1.0). Statistical analysis of all quantitative comparisons between control and cKO was determined via *t*-test in Prism software (GraphPad Software; v.9.1.0). Data are presented as mean ± standard error of the mean (SEM). Each data point (n) represents an individual animal.

### qPCR analysis

RNA from FFPE testis cross-sections were extracted using RNeasy DSP FFPE Kit (Qiagen, 73604) using prepared 40 μm section (8 × 5 μm sections) of FFPE testis cross-sections per animal. For each animal, 1 μg of RNA was reverse transcribed to cDNA using QuantaBio qScript™ cDNA Synthesis Kits (VWR, 101414-098) on the same day as the RNA extraction. Once cDNA was generated, we performed qPCR using Applied Biosystems™ SYBR™ Green PCR Master Mix (Fisher Scientific, 43-091-55). qPCR analysis was done on P21 heterozygous control and Blimp1-*Cbfb* cKO (*n* = 3 per animals per genotype) using *Cbfb* primers (FP: TCG​AGA​ACG​AGG​AGT​TCT​TCA​GGA, RP: AGG​CGT​TCT​GGA​AGC​GTG​TCT), *Bub1b* primers (FP: GGA​AGA​CAA​TCA​GCC​CGG​AA, RP: CCC​CAG​ACC​AGT​TCT​TCA​CC), *Bub3* primers (FP: CGC​TTC​CCT​TGC​CTT​CAG​TA, RP: GGG​CTT​TGT​TTC​TGC​GTC​TG), *Mad2l2l* primers (FP: ATT​CTC​TAT​GTG​CGC​GAG​GTC, RP: TCC​AGG​AGA​GGT​TTG​ACG​CA), *Sycp1* primers (FP: CAA​AAG​CCC​TTC​ACA​CTG​TTC​G, RP: GTT​TTC​CCG​ACT​GGA​CAT​TGT​AA), and *Sycp3* primers (FP: AGC​CAG​TAA​CCA​GAA​AAT​TGA​GC, RP: CCA​CTG​CTG​CAA​CAC​ATT​CAT​A). *Rps2* primers (FP: CTG​ACT​CCC​GAC​CTC​TGG​AAA, RP: GAG​CCT​GGG​TCC​TCT​GAA​CA) were used as an internal control. qPCR reactions were performed using qTOWER^3^/G (Analytik Jena) and qPCRSoft software (v. 1.1.3.0).

### NanoString GeoMx spatial transcriptomics analysis

Spatial transcriptomic signatures of Blimp1-Cre *Cbfb* cKO and control testes were assayed using NanoString Whole Transcriptomic Analysis (WTA) kits (NanoString Technologies, GeoMx NGS RNA WTA Mm) from FFPE tissue blocks. For P6, *n* = 3 per animals per genotype were assayed. Due to size limitations within the collection area, *n* = 2 per animals per genotype were collected for P21. Sections from each tissue were generated at 5 μm thickness and slides were prepared according to NanoString GeoMx NGS FFPE manual slide preparation protocol with minor modifications. After sectioning the tissues, slides were incubated at 60°C for 30–60 min. Subsequently, deparaffination and hydration steps were carried out by incubating the slides sequentially for 5 min in xylene three times, 100% EtOH two times, 95% EtOH one time, and 1X PBS one time. To retrieve the target antigen, hydrated slides were briefly placed in 95°C DEPC H_2_O for 10 s, followed by immersion in a glass coplin jar containing 99°C–100°C 1X Tris-EDTA pH 9.0 in a high-temperature bead bath for 20 min. Slides then washed in 1X PBS for 5 min and incubated in 0.1 ug/mL proteinase K for 15 min at 37°C bead bath. Then, slides undergone series of 5 min washes for post fixation steps using 1X PBS one time, 10% neutral buffered formalin (NBF) one time, NBF stop buffer (0.1M Tris EDTA, 0.01M Glycine) two times, and another 1X PBS one time. For *in situ* hybridization, 200 μL of Buffer R, 25 μL of WTA probe mix, and 25 μL of DEPC H2O were added per slide. The slides were covered with a glass coverslip and incubated overnight in a humidity chamber at 37°C. The next day, slides were briefly submerged in 2X saline-sodium citrate buffer (SSCB) allowing coverslips to slide off. Then, off-target probes were removed using stringer wash solution (equal part formamide and 4X SSCB) twice at 37°C for 25 min each, followed by 2X SSCB washes two times for 2 min each. Blocking step was done by adding 200 uL of Buffer W per slide and slides were placed inside a humidity chamber for 30 min.

Following the blocking step, Buffer W was removed from the slide and replaced with unconjugated primary antibodies and DNA stain mixture that was diluted to the appropriate concentration using Buffer W. Primary antibody incubation was done to the slide in a humidity chamber for 1 h at RT. The slide was then quickly washed with 2x SSCB twice, followed by 3 min 2x SSCB washes three times. Slides were then incubated with secondary antibodies diluted in Buffer W for 30 min at RT in a humidified chamber. Slides were then washed 2x in SSCB buffer and directly imaged for RNA collection using a NanoString GeoMx Digital Spatial Profiler (DSP) and GeoMx DSP Control center software (v. 3.0.0.109). For overall gene expression signatures between control and cKO, three circular regions of interest (ROIs) of approximately 600–650 μm in diameter were randomly selected from three different cross-sections of each animal for technical replication. For phenotype-specific regions, tubules were grouped based on containing only a single layer of spermatogonia or containing an incomplete compliment of spermatocytes within the tubule cross-sections. ROIs were further segmented to capture undifferentiated spermatogonia or advanced germ cell (i.e., spermatocyte) populations separately by thresholding fluorescent signal corresponding to SYTO13+LIN28A + DDX4+ and SYTO13+LIN28A-DDX4+ regions within each ROI. A minimum of 50 nuclei were captured within each segmented population. After photo-activated probe collection, cDNA libraries were generated following the manufacturers protocol. Resulting libraries were pooled and sequenced in a single lane on an Illumina NovaSeq S4 lane (NovoGene Corporation, Inc.).

Raw sequencing reads were demultiplexed and probe counts corresponding to each gene were quantified using the NanoString GeoMX NGS Pipeline (v. 2.3.3.10). Count matrices were then analyzed in R software (v. 4.3.0) using the GeomxTools package (v. 3.4.0). Low-quality libraries were omitted from downstream analysis by selecting libraires with a Gene Detection Rate >= 1–5%. 

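At an absolute log2FC above 1.5, edgeR found 0 probes in the P6 LIN28A+, 2 in the P21 LIN28A+ and 0 in the P21 LIN28A- segments. On Q3-scaled counts that were not log transformed, 14254, 11268 and 17884 probes in that order differed between the genotypes by more than 1.5 counts. The 2 probes in the P21 LIN28A+ segments both fell in cKO. Without control animal 1 the count there was 0, without cKO animal 2 it was 6 and without control animal 2 it was 9.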

For both P6 and P21 datasets, a log_2_ fold change > 1.5 was used to define differentially expressed genes between groups as opposed to *p*-value because statistical strength was diminished by *n* = 2 biological replicates for P21 samples. Gene ontology was performed using clusterProfiler (v. 4.8.1) and PANTHER gene analysis (v. 17.0).

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding author.

# Supplementary material for: Core binding factor subunit β plays diverse and essential roles in the male germline
**Source:** Front Cell Dev Biol. 2023 Nov 2;11:1284184. doi: 10.3389/fcell.2023.1284184
**Supplement:** Supplementary file 1

**Supplementary Figure 1 (connected to Fig. 1)**

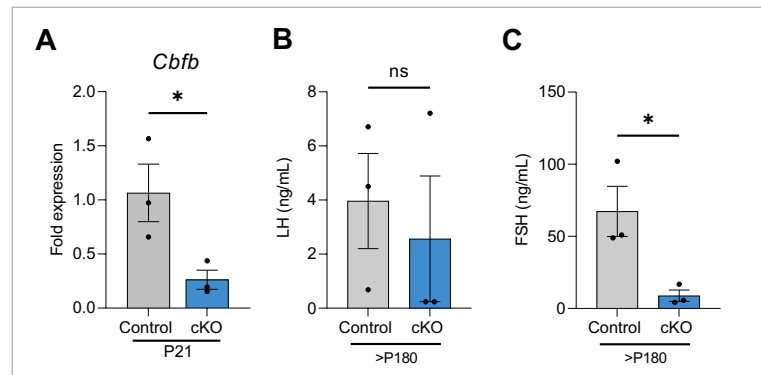

**Supplementary Figure 1. Blimp1-*Cbfb* cKO postnatal analyses.** (A) Fold expression of *Cbfb* expression using qPCR of heterozygous control and Blimp1-*Cbfb* cKO testes cross-sections. (B-C) Serum hormone analysis of LH (B) and FSH (C) levels of heterozygous control and Blimp1-*Cbfb* cKO animals following the breeding trial. Quantifications in A-C are presented as mean  $\pm$  SEM for  $n = 3$  biologically independent animals per genotype and age. \* $p < 0.05$ ; not significant (ns).

## Supplementary Figure 2 (connected to Fig. 2)

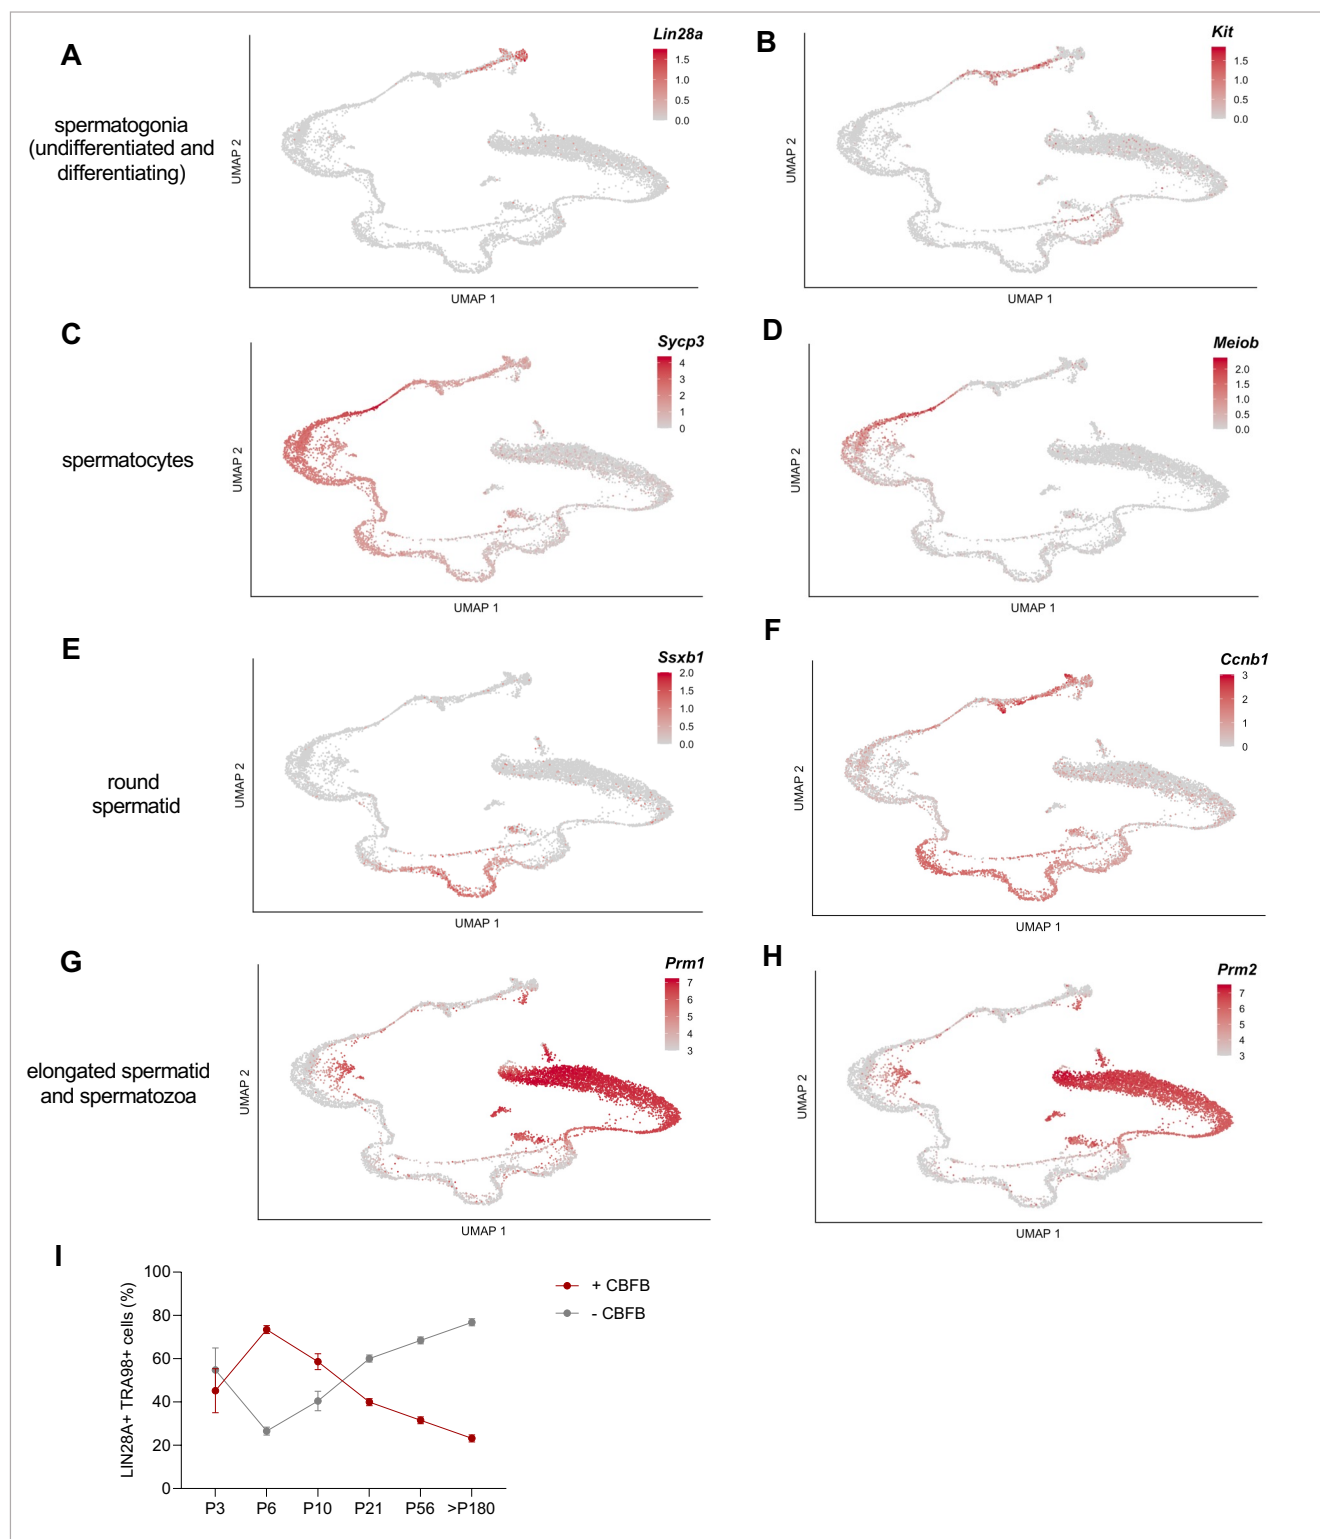

**Supplementary Figure 2. Expression of *Cbfb* within male germline.** (A-H) A sample of marker genes used to approximate each germ cell types in scRNA-seq transcriptomic analysis. (I) Quantification of CBFB expression during postnatal germline development in the undifferentiated spermatogonia population using immunofluorescence staining of testis cross-sections using antibodies recognizing CBFB, LIN28A, and TRA98. Data in I are presented as mean  $\pm$  SEM for n = 3 biologically independent animals per age.

### Supplementary Figure 3 (connected to Fig. 4)

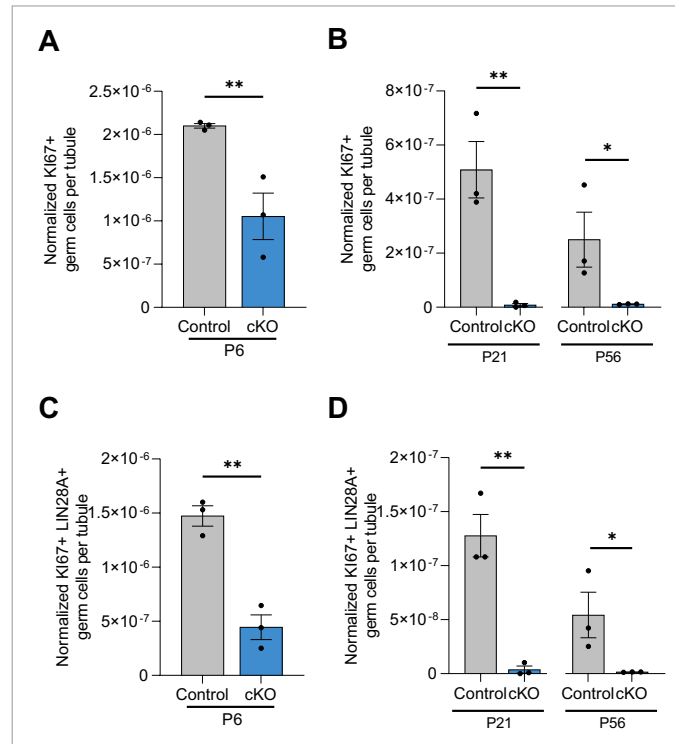

**Supplementary Figure 3. Alternative quantification of germline proliferation with Blimp1-*Cbfb* cKO.** (A-D) Quantification of KI67+ DDX4+ proliferative germ cells (A,B) and KI67+ proliferative LIN28A+ germ cells (C,D) per tubule cross-section. Values are normalized to testis cross-sectional area and presented as mean  $\pm$  SEM for  $n = 3$  biologically independent animals per genotype and age. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

**Supplementary Figure 4 (connected to Fig. 5)**

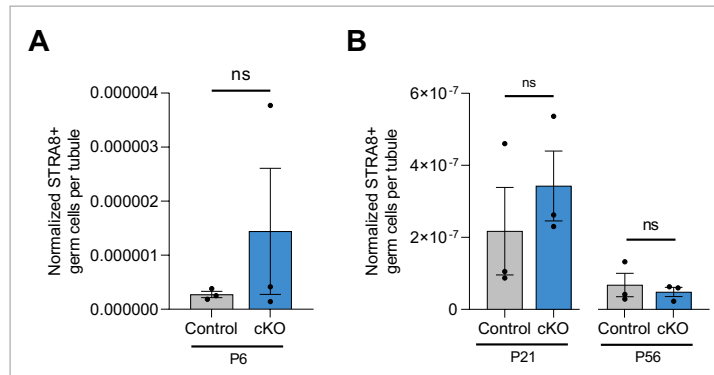

**Supplementary Figure 4. Alternative quantification of differentiating spermatogonia with *Blimp1-Cbfb* cKO.** (A-B) Quantification of STRA8+ DDX4+ germ cells per tubule cross-section. Values are normalized to cross-sectional area and presented as mean  $\pm$  SEM for n = 3 biologically independent animals per genotype and age. Not significant (ns).

Supplementary Figure 5 (connected to Fig. 6)

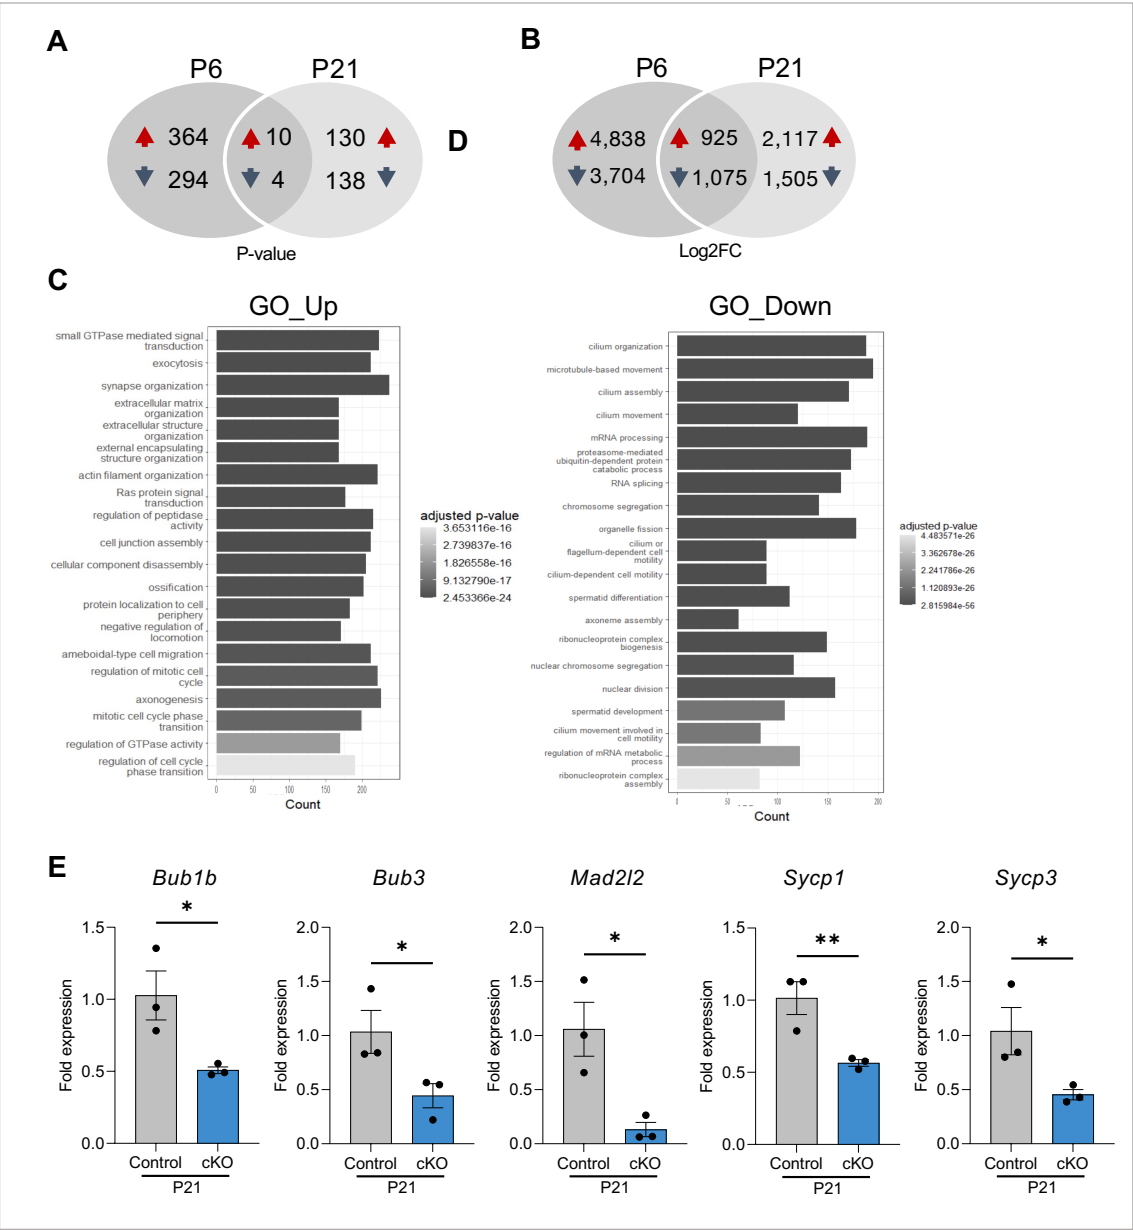

**Supplemental Figure 5. Spatial transcriptomics of *Blimp1-Cbfb* cKO.** (A-B) DEGs with *Blimp1-Cbfb* cKO shared between P6 and P21 undifferentiated spermatogonia (LIN28A+ DDX4+ SYTO13+ cells) based on  $p$ -value ( $p < 0.05$ ; A) or log2FC ( $> 2$  log2FC cutoff; B). (C-D) Gene ontology of up-regulated (C) and down-regulated (D) DEGs with *Blimp1-Cbfb* cKO based on  $p < 0.05$  in P21 the differentiating spermatogonia and advanced germ cell populations (LIN28A- DDX4+ SYTO13+ cells). (E) Fold expression of *Bub1b*, *Bub3*, *Mad2l2*, *Sycp1*, and *Sycp3* expression via qPCR between heterozygous control and *Blimp1-Cbfb* cKO testes.

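Panels A and B compare the gene lists of the P6 and P21 LIN28A+ segments, by p-value and by log2FC. In the paper's supplementary table of DEGs, the lists by p-value are complete, and the paper's lists share 14 genes, of which 4 are higher and 5 lower at both ages and 5 go in opposite directions. Independent draws of lists of these sizes from 20175 probes would share 9.39. The lists by log2FC hold the first 1999 genes of each comparison in the version used here, so the paper's shared genes by log2FC could not be listed. In the paper's table, the column named fold change equals e raised to the column named log2FC in 100% of the values checked (within 0.001), and 2 raised to it in 0%. On Q3-scaled counts of the deposited libraries that were not log transformed, the median absolute difference between genotypes was 2.68 counts at P6 and 1.73 counts in the P21 LIN28A+ segments.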

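Panels C and D split the P21 LIN28A- list by direction before the terms are tested. The paper's list by p-value holds 243 genes higher and 179 lower in cKO. From the deposited counts, the split at an unadjusted p under 0.05 depended on the test. DESeq2 gave 32 probes higher and 287 lower, limma-voom with the animal as a random block gave 246 and 1300, and the mixed model on Q3-scaled counts that were not log transformed gave 315 and 269. Gene ontology was not run here, since the probes carry no gene names.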

How the deposited data were processed for this re-analysis (not part of the article)

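GeoMx WTA libraries from testis cross-sections of Blimp1-*Cbfb* cKO and heterozygous control mice were analysed at P6 and P21. The 54 libraries fall into 10 groups: LIN28A+ segments at P6 (9 cKO, 9 control), LIN28A+ and LIN28A- segments at P21 (6 of each per genotype), LIN28A+ segments of Spg-only (3) and Diff (4) tubules and LIN28A- segments of Diff tubules (4) from P21 cKO testes, and 1 region that its label calls background, at P6. Conditions were taken from the sample labels. The labels give numbers but do not say which is the animal. The number before the dot was read as the animal, as the P21 numbers match the paper's animals and sections, and P6 was read alike. At P6, sections with the same first number had a median chi-square per degree of freedom of 1.081 in cKO and 1.084 in controls. For sections with different first numbers it was 1.425 and 1.625.

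The authors trimmed and merged the reads, matched them to probe barcodes and collapsed duplicates by molecular identifier with the maker's pipeline, and each file gives the resulting whole-number count per probe. Probes without a count are not listed and were set to 0. The counts include no normalization, background subtraction, filter on probes or filter on libraries. The paper states that libraries were kept at a gene detection rate of at least 1 to 5% and analysed with the GeomxTools package in R. Its text does not name the normalization or the test behind the p-values of the GeoMx comparisons. A general statement in its methods names a t-test in Prism for quantitative comparisons between control and cKO, and leaves open whether it covers the GeoMx data, on which values, and what was taken as a replicate.

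Probe identifiers were looked up in the tables of gene names and of RefSeq genes and in the supplementary files, with 0 matches in each. In 3 attempts, probes were set against the genes of the paper's table by their values (differences of Q3-scaled counts under 3 sets of libraries, 1 fit with free weights per comparison, and a look at the extremes). They were not used, since such a link would be a guess. No gene is therefore named from the counts, gene ontology and tests of the gene lists that the paper names were not run, and the target gene *Cbfb* was not checked. By rule at most 2 probes higher and 2 lower are named per comparison, those with the smallest p, with 4 further probes at an adjusted p named after their values were seen. The rule was written for the case that identifiers could not be linked. It, the comparisons of genotypes, of segments in controls and of Spg-only with Diff tubules, their main tests and most of their alternatives were set before the data were examined, but after the paper's table had been seen.

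Counts of the 3 sections of an animal were summed, and the sums held 799761 to 15787368 counts. Sections of one animal differed from each other by a chi-square per degree of freedom with group medians of 1.04 to 1.62, and libraries of different animals of a group by 1.13 to 4.14. The main test was edgeR's quasi-likelihood test (version 4.0.16, R 4.3.3) with estimated dispersions, TMM factors, filterByExpr with its minimum count of 10, and Benjamini-Hochberg adjustment, with a threshold of 0.05. Standard errors are those implied by its F statistic. Interactions of genotype with segment and with age were tested in the same way, the first with the animal as a block. The contrast of segments in controls used the model of all 8 sums of P21 animals. The phenotype comparison took the region as the unit, because animals are not given for these regions. Log2FC limits of 2 (the paper's results) and 1.5 (the paper's methods) were applied to absolute values.

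Alternatives were DESeq2 (version 1.42.0), upper-quartile factors, no filter on low counts, the probes above the median by mean CPM in place of a limit of quantification, each region as its own replicate, limma-voom (version 3.58.1) on regions with the animal as a random block, linear mixed models with a random intercept per animal on Q3-scaled counts with and without log2 transformation (pseudocount 1), the library of lowest total count left out in each group in place of a limit on the detection rate, and each animal or region left out in turn. The mixed model was computed in closed form and checked against lmerTest (version 3.1.3), with p within 0.01 for 60 of 60 probes in each comparison. The tests were also run on simulated counts with 200 changed probes. Libraries were compared pairwise for identity and for differences beyond sampling noise. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures.

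The 4 LIN28A- segments of Diff tubules and the background region, which the paper's text does not report on, were left out of the comparisons at the paper's claims. Counting error is the smallest error to expect of these values, since most pairs of replicates varied beyond it. The exceptions were Diff regions 2 and 3 and P21 control sections 1.2 and 1.3, both in LIN28A+ segments. Intervals on single probes are therefore given over animals or regions.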

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

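The comparison of LIN28A- with LIN28A+ segments of Diff tubules, its thinning on the same probes and its splits into other groups were chosen only after results had been seen, while the comparisons of single libraries with their group and the other tests were set before.

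In 30 comparisons of a measure within a group of 4 to 9 libraries, 6 libraries lay farther from their group than Dixon's 95% limit, where chance gives about 1 in 20. In 5 of them the measure was the share of the 20175 probes with at least 1 count, which has a ceiling at 100%, so small gaps stand out. P6 control section 2.3 had counts on 97.4% of the probes while the other libraries of its group had 100%, and its total of 102271 was the lowest of the group. P21 LIN28A+ control section 1.3 had 99.7% (nearest other 99.985%) and P21 LIN28A+ cKO section 1.1 had 99.5% (nearest other 99.8%), and each also had the lowest total of its group, 189280 and 160230. LIN28A- Diff region 2 had 99.96% with the lowest total of its group, 231410. P6 cKO section 1.1 had 99.99% at a total of 358450, which was not the lowest of its group. P21 LIN28A- cKO section 2.3 had 16.9 aligned reads per count, against 14.6 for the nearest other, at 2888534 counts. Without the library of lowest total in each group, which removes P6 control section 2.3 and the 2 P21 LIN28A+ sections with the lowest totals, the P6 count at an unadjusted p was 1564 in place of 1545 and the P21 LIN28A+ count 684 in place of 702. This argues against these libraries as the source of those counts. Why the sections had fewer counts was not tested, and no biological explanation was tested, since sections of one animal have no condition of their own.

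LIN28A- segments of Diff tubules, on which the paper does not report, differed from LIN28A+ segments of Diff tubules for 37 of 15264 probes at an adjusted p under 0.05 by edgeR, 7 higher and 30 lower in the LIN28A+ segments, and for 1041 at an unadjusted p. DESeq2 gave 31 and 403. Regions share animals and both segments can come from the same region, which the fit and the splits below leave out of account, so these p-values are not exact. Of the 37 probes, 36 also differed between segments in controls and in the same direction, where 4.14 would be shared by chance with 1709 such probes. With all 8 libraries thinned to the smallest total, 50 probes were called, and 32 when the same probes were tested, which argues against library size. Of the 35 splits of the 8 libraries into 4 and 4, 3 gave as many calls, the real split included, so chance cannot be excluded by the count alone. The highest of the other splits gave 60, and the splits that gave 60 and 58 both put LIN28A- region 4 with the LIN28A+ segments. Without LIN28A- region 4 the count was 109, and it was 13 without LIN28A- region 2, 16 without LIN28A+ region 1 or 2, 23 without LIN28A+ region 3 and 17 without LIN28A+ region 4. LIN28A- region 4 may therefore differ from the other LIN28A- segments, which was not tested further. Of the 1041 probes at an unadjusted p, 512 were also on the unadjusted list of the segments in controls, against 231.6 for independent lists. Of these, 14 went in opposite directions. The controls are other animals, so these values argue against chance as the source of the probes shared with them. The difference between LIN28A+ and LIN28A- germ cells, for which the segments are drawn, stays open as a biological explanation.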

How the results depend on the processing

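Leaving out animals in the interaction of segment and genotype, in the contrast of segments and in the shared lists, summing Diff regions 2 and 3, and the whole comparison of segments in Diff tubules were chosen only after results had been seen.

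No named probe changed direction in any of its alternatives on a log2 scale, the 4 probes named after their values were seen included. The probes were picked by p from these same libraries, so a kept direction is little evidence. Over 284 alternatives of the named probes, 184 kept their side of the adjusted threshold, 63 lost and 37 gained it. RTS0061739 lost it in 6 of 13, RTS0068462 and RTS0078084 in 8 of 13 each, and RTS0068409 in 9 of 12. The probes of the contrast of segments in controls kept theirs in all 7 alternatives each. A normalization never moved the median log2FC by 0.1 or more.

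At P6, edgeR found 0 probes at an adjusted and 1545 at an unadjusted p under 0.05. These were 65 and 715 by DESeq2, 259 and 2446 with each region as its own replicate, and 70 and 1645 by limma-voom. The unadjusted count was 851 among probes above the median, 796 on Q3 counts without log transformation and 715 on log2 Q3 counts, each with 0 at an adjusted p. The 6 and 702 probes of the P21 LIN28A+ segments were 0 and 32 by DESeq2, 3 and 300 among probes above the median, 10 and 1176 with regions as replicates, and 4 and 1056 by limma-voom. Both mixed models gave 0 at an adjusted p there, with 551 without log transformation and 499 with it at an unadjusted p. The 0 and 522 probes of the P21 LIN28A- segments by edgeR were 0 and 319 by DESeq2, 0 and 312 among probes above the median, 3 and 1718 with regions as replicates, and 1 and 1546 by limma-voom. Treating regions as replicates counts sections of one animal as independent, and probes above the median are fewer by construction. The limma-voom fits come near to this, since their correlation within animals was 0.066, 0.024 and 0.159 in the order above. In the simulated counts, DESeq2 put 1.69%, 0.59% and 2.48% of unchanged probes under an unadjusted p of 0.05, in the order above. By edgeR these were 4.73%, 4.95% and 5.29%, so DESeq2 gave fewer such probes even where nothing was changed. The cause of the other changes was not tested. The counts with upper-quartile factors and without a filter stayed within 1.5 times in these comparisons.

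Directions depended on the setting. Leaving aside the fits without an animal, the share of probes at an unadjusted p that was higher in cKO ranged from 26.7% by DESeq2 to 61.1% without log transformation at P6, from 37.5% by DESeq2 to 65.2% with upper-quartile factors in the P21 LIN28A+ segments, and from 10.0% by DESeq2 to 53.9% without log transformation in the P21 LIN28A- segments. In the interaction of age and genotype it went from 59.4% to 43.2% with upper-quartile factors. The cause was not tested.

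Absolute log2FC above 2 and 1.5 gave 12412 and 14254 probes at P6, 8816 and 11268 in the P21 LIN28A+ segments and 17119 and 17884 in the P21 LIN28A- segments on counts that were not log transformed, where the limit is in counts. In this setting the change of scale is the cause by construction. The other settings gave 0 at P6 and in the P21 LIN28A- segments. The 1 probe above 2 in the P21 LIN28A+ segments was 0 with upper-quartile factors, among probes above the median and without the library of lowest total.

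Leaving out each animal gave 0 to 50 probes at an adjusted p at P6 (50 without control 2, 24 without control 3) and 815 to 2105 at an unadjusted p (815 without control 1, 1027 without cKO 3). In the P21 LIN28A+ segments the ranges were 0 to 53 and 477 to 2011, with 53 and 2011 without control 2 and 0 at an adjusted p without each of the others. There, 0 to 2 probes had a log2FC above 2 (0 without cKO 1 or control 1, 2 without cKO 2 or control 2) and 0 to 9 above 1.5 (9 without control 2, 6 without cKO 2, 0 without control 1). In the P21 LIN28A- segments the ranges were 0 to 870 and 189 to 4085, with 870 and 4085 without control 2, 18 at an adjusted p without control 1, 1 without cKO 2, and 189 and 227 at an unadjusted p without cKO 2 and cKO 1. At P21 this leaves 1 animal in a group, which is assumed to vary like the other group. The interaction of segment and genotype gave 0 to 13 and 770 to 1287 (13 and 1287 without control 2, 4 without cKO 2, 1 without cKO 1), and that of age and genotype 0 to 21 and 634 to 1421 (21 and 1421 without P21 control 2, 1 without P6 control 3 or P21 cKO 1). The contrast of segments in controls gave 604 to 1881 and 2366 to 3825, with the lowest values without control 1, against 1837 and 3864. There, 7 probes had a log2FC above 2, 1 without control 1 and 23 without control 2.

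The animal numbers do not establish that cKO and control animals were paired. The correlations of cKO and control animals with the same number were 0.022, 0.154 and 0.295 at P6, and 0.17 in the LIN28A+ and 0.448 in the LIN28A- segments at P21, where 2 animals per group leave little to compare. With the replicate block, 69 probes had an adjusted p under 0.05 at P6, 8 in the P21 LIN28A+ and 19 in the P21 LIN28A- segments, and 1652, 894 and 1645 an unadjusted p under 0.05. In the P21 LIN28A+ segments, 0 probes had a log2FC above 2 and 1 above 1.5. Without the block on the animal, the interaction of segment and genotype gave 496 probes at an unadjusted p in place of 786. In Diff tubules, LIN28A+ and LIN28A- segments share region numbers, but the labels do not say that a number marks 1 region, and the correlations of segments with the same number were 0.039, 0.008, 0.004 and 0.025. With the region number as a replicate block, chosen after results had been seen, 60 probes differed between these segments at an adjusted and 1057 at an unadjusted p, in place of 37 and 1041. The cause was not tested.

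Spg-only against Diff tubules gave 4 probes by edgeR at an adjusted and 315 at an unadjusted p. By DESeq2 these were 0 and 89, without a filter 3 and 1019 of 20175 probes, among probes above the median 3 and 568 of 10088, and with Diff regions 2 and 3 as 1 region 2 and 237. Leaving out each region gave 0 to 6 and 214 to 547 (0 without Diff 2, 1 without Spg-only 3, 2 without Spg-only 1 or Diff 1, 527 of 10895 tested probes without Spg-only 1 and 547 of 10657 without Spg-only 2, against 5740 tested with all regions). In Diff tubules, segments differed for 13 to 109 probes at an adjusted and 987 to 1323 at an unadjusted p with each library left out, against 37 and 1041 (13 without LIN28A- 2, 109 without LIN28A- 4, and 16, 16, 23 and 17 without LIN28A+ 1, 2, 3 and 4), and DESeq2 gave 403 at an unadjusted p. With upper-quartile factors, 21.04% of the probes in the first comparison were higher in Spg-only tubules in place of 48.6%, and 31.2% in the second were higher in LIN28A+ segments in place of 48.7%.

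Probes shared in direction by the P6 and P21 LIN28A+ segments, 52 at an unadjusted p, were 1 by DESeq2, 25 among probes above the median, 136 with regions as replicates, 81 by limma-voom, 14 on counts that were not log transformed and 11 on log2 Q3 counts, and 17 to 178 with an animal left out (178 without P21 control 2, 17 without P21 cKO 2, 25 without P21 control 1, 24 without P6 control 1, 31 without P6 cKO 3). The excess over independent lists was gone without P21 control 1. Without P21 cKO 2 it was gone among probes lower at both ages, and not among those higher at both. Each of these fits leaves 1 animal in a group. By a limit of 2, 3153 were shared on counts that were not log transformed and 0 in the other settings. At an adjusted p, 0 were shared in all settings.

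Depth limits what single probes can show in the LIN28A+ segments at P21, where the simulated test found 60 of 100 probes changed by 1 on the log2 scale and DESeq2 found 8 of 100. Both found more at a change of 2, 100 and 88 of 100. Real probes and animals can vary more than the simulated ones, so these shares can be too high. A filter by the limit of quantification, one by the gene detection rate and the tests of gene lists were not run, since negative probes and genes are not named.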

Differences from the paper's values

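The look at the scale and labels of the paper's table and the counts shared in either direction were chosen only after the values had been seen.

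For the P6 LIN28A+ segments the paper reports 672 DEGs at p under 0.05, and edgeR on animal sums gave 1545 probes at an unadjusted p. Of the 16 alternatives set before the data were examined, 5 came within 1.5 times of the paper's count, namely DESeq2 with 715, the probes above the median by mean CPM with 851, the mixed models on Q3 counts with 796 without and 715 with log2 transformation, and the fit without control animal 1 with 815. The other 11 did not. For the P21 LIN28A+ segments the paper reports 282 and the count here was 702. Of 14 alternatives, the probes above the median by mean CPM with 300 probes came within 1.5 times and the other 13 did not. In the P21 LIN28A- segments the count of 522 is within 1.5 times of the paper's 422, while 7 of 14 alternatives, which ranged from 189 to 4085, are not.

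For log2FC above 2, the paper reports 10542 DEGs at P6, 5622 in the P21 LIN28A+ and 12014 in the P21 LIN28A- segments. The counts here were 0, 1 and 0 on the log2 scale, and 12412, 8816 and 17119 as differences of Q3-scaled counts that were not log transformed. On that scale the P6 and P21 LIN28A- counts are within 1.5 times of the paper's, and the P21 LIN28A+ count is not. None of the other 15, 13 and 13 alternatives set before the data were examined came within 1.5 times. The 2 scales are not the same quantity. Background was not subtracted here, and how far it narrowed the log2 values stays open. In the paper's table, the column named log2FC holds values down to -893.855 at P6, -210.108 in the P21 LIN28A+ and -1825.63 in the P21 LIN28A- segments, which a log2 fold change of counts of this depth cannot reach. The largest falls in Q3-scaled counts here were -895, -226 and -2266. At rank 1000 of the paper's values the pairs were -7.67 and -7.62 at P6, -4.67 and -5.16, and -25.4 and -32.0. The smallest absolute value in the paper's complete lists by p-value was 3.801, 2.82 and 9.06, so all of their genes are also above 2. The column named fold change equals e raised to the column named log2FC. The P6 list by log2FC is headed cKO - Het, and the other lists are headed cKO - Control.

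The paper reports 14 DEGs by p-value shared between P6 and P21 LIN28A+ segments, and its table shows that 5 of them go in opposite directions. Counted in either direction, 70 probes were shared here. Of 10 alternatives, 20 shared probes on log2 Q3 counts came within 1.5 times of the paper's count and the other 9 did not, among them 25 on counts that were not log transformed. In the same direction alone the paper's table has 9 genes, and the counts here were 52, 14 on counts that were not log transformed and 11 on log2 Q3 counts. By log2FC above 2 the paper reports 2000 shared DEGs, and the count here was 0. On counts that were not log transformed it was 5577 in either direction and 3153 in the same direction. None of the 10 alternatives came within 1.5 times.

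The paper's directions for single genes, such as components of the mitotic checkpoint complex, could not be compared, since the probes carry no gene names.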

Other observations

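The splits of the P21 animals other than by genotype, the splits of the phenotype regions counted at an adjusted p, the test of the phenotype regions on the same probes after thinning and the count of probes at an unadjusted p without a section of control animal 1 were chosen only after results had been seen.

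P21 control animal 1 stood apart from the other 3 P21 animals. In LIN28A- segments, control animal 1 against the other 3 gave 1202 probes at an adjusted p under 0.05 by edgeR, 1001 higher and 201 lower, while each other animal against its other 3 gave 0 (326 to 570 at an unadjusted p, against 4774). In these tests the spread comes from the 3 animals alone, of both genotypes, and the single animal is assumed to vary like them. In LIN28A+ segments it gave 291, and the others 0 or 1. The 2 segments shared 95 of these probes, all in the same direction, where 17.3 would be shared by chance. Across 20173 probes the log2FC values of the segments had a Pearson's r of 0.475 and a Spearman's rho of 0.455. This may be why the P21 LIN28A- count rose to 870 without control animal 2, which leaves control animal 1 alone against the cKO animals. The values argue against library size as the source of this pattern, although thinning did move the count of the genotypes. With all animals and LIN28A- sums thinned, the genotypes gave 3 probes at an adjusted and 791 at an unadjusted p. On the full sums these were 0 and 522. With all sums thinned to the smallest total, the count without control animal 2 was 654, and control animal 1 against the others gave 1018. A single aberrant section was tested by leaving out each LIN28A- section of control animal 1. Without section 1 the calls fell to 10, so most calls at an adjusted p rest on that section, but 3582 probes at an unadjusted p were left, more than the 570 of any other animal, which argues against section 1 as the whole source. In LIN28A+ segments 66 calls were left without section 1. A difference of the animal itself, of its tissue or of the place of its regions stays open and was not tested. Splits of the 4 animals that put control animal 1 with cKO animal 1 gave 19 and 83 calls in the LIN28A- and LIN28A+ segments, more than the 0 and 6 of the genotypes (2736 and 2198 at an unadjusted p, against 522 and 702), so the genotypes are not the split with the most calls. This split is also the one by animal number, and with 2 animals per genotype a structure along that number is not separated from control animal 1 alone.

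At P6, 3 of the 10 splits of the 6 animals into 3 and 3 gave at least as many probes at an unadjusted p as the 1545 of the genotypes, the real split included. The highest of the others gave 2359, with cKO animal 1 and control animals 1 and 2 against the rest, and a split of cKO animals 1 and 2 and control animal 2 gave 46 probes at an adjusted p. With 10 splits a share under 0.05 cannot be reached, so chance can be neither excluded nor shown.

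The number of probes with a difference above 2 in Q3-scaled counts that were not log transformed hardly depended on which animals were compared. At P6 it was 12412 for the genotypes and had a median of 12043 over the other 9 splits of the animals, with a highest value of 13385. On this scale a limit of 2 may therefore mostly reflect the level of the counts, whose Q3 had a geometric mean of 44.3 at P6, and not genotype.

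Between Spg-only and Diff tubules, 1 of 35 splits of the 7 regions, the real one, gave as many as 315 probes at an unadjusted p, and the highest of the others gave 297. For this count chance is excluded at 0.05, by a small margin, only if the 7 regions are taken as separate. It is not excluded for animals, which regions share. Diff regions 2 and 3 differed by no more than sampling noise. Counted as 1 region, they leave too few splits for a share under 0.05 to be reached. For the 4 probes at an adjusted p chance cannot be excluded, since 5 of the 35 splits, the real one included, gave as many and the highest of the others gave 6. Library size was tested by thinning all regions to 76337 counts. This left 22 probes of 348 tested, because the filter on low counts removed most probes, so that test decides nothing. On the 5740 probes of the full libraries, 275 (4.79%) were left, a count within the 212 to 297 that the other splits gave on full libraries. The limit set for this test, 0.67 times 315, lies below that range, so a fall to the level of chance would not have met it and the test decides nothing either. Library size stays open. A difference between the animals that the regions come from cannot be excluded.

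The P6 background region had 53821 counts on 82.5% of the probes, and what it was placed on is not given in the sources used here. Its levels had a Spearman's rho of 0.192 across probes with the summed P6 controls, and these sums thinned to the depth of the region had 0.402 with themselves. The value was below the limit of 0.5 set in advance to argue against background as the source of the narrow range of log2FC values. That limit was wrong for this depth, at which even the controls reach 0.402 with themselves. Since 0.402 already holds for the depth of the region, low depth alone does not account for 0.192. In the P6 cKO and the P21 LIN28A+ and LIN28A- controls, rho with the region was likewise below that of the group with itself. These values argue against counts that follow the profile of this region alone. The share of background stays open, since only 1 such region was captured and its place is not known. In the P6 controls, 95.1% of the probes lay within 2-fold of the median CPM.

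In the P21 LIN28A+ and LIN28A- segments, which share animals, 8 probes at an unadjusted p were higher in both (3.73 for independent lists) and 17 were lower in both (4.93). The paper's own lists by p-value share 9 genes between these segments (5.90 for independent lists), and 13 between the P6 LIN28A+ and the P21 LIN28A- segments (14.1). Of 11 genes that the paper's text names as changed in LIN28A+ segments, the paper's complete lists by p-value hold 0 at P6 and 2 at P21 (*Bub3* and *Bad*, both in the direction named). The list of the LIN28A- segments holds 0 of the 12 genes named as lower there. The paper also counts DEGs by log2FC, and those lists were held only in part and not searched for these genes, so the genes can be DEGs by that limit. Of the genes named as lower in LIN28A- segments, the paper also reports lower *Bub1b*, *Bub3*, *Mad2l2*, *Sycp1* and *Sycp3* by qPCR on testis sections. Probe RTS0068460 had the smallest p both among probes lower in cKO in the P21 LIN28A+ segments and among probes higher in Spg-only than in Diff tubules, and the gene it measures is not known.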
